# Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue

**DOI:** 10.1093/jrr/rrv043

**Published:** 2015-08-07

**Authors:** Justin Wage, Lili Ma, Michael Peluso, Clare Lamont, Andrew M. Evens, Philip Hahnfeldt, Lynn Hlatky, Afshin Beheshti

**Keywords:** aging and cancer, protons, spleen, tumor progression, tumor microenvironment, bioinformatics, immunosuppression, transcriptome analysis

## Abstract

Age plays a crucial role in the interplay between tumor and host, with additional impact due to irradiation. Proton irradiation of tumors induces biological modulations including inhibition of angiogenic and immune factors critical to ‘hallmark’ processes impacting tumor development. Proton irradiation has also provided promising results for proton therapy in cancer due to targeting advantages. Additionally, protons may contribute to the carcinogenesis risk from space travel (due to the high proportion of high-energy protons in space radiation). Through a systems biology approach, we investigated how host tissue (i.e. splenic tissue) of tumor-bearing mice was altered with age, with or without whole-body proton exposure. Transcriptome analysis was performed on splenic tissue from adolescent (68-day) versus old (736-day) C57BL/6 male mice injected with Lewis lung carcinoma cells with or without three fractionations of 0.5 Gy (1-GeV) proton irradiation. Global transcriptome analysis indicated that proton irradiation of adolescent hosts caused significant signaling changes within splenic tissues that support carcinogenesis within the mice, as compared with older subjects. Increases in cell cycling and immunosuppression in irradiated adolescent hosts with *CDK2*, *MCM7*, *CD74* and *RUVBL2* indicated these were the key genes involved in the regulatory changes in the host environment response (i.e. the spleen). Collectively, these results suggest that a significant biological component of proton irradiation is modulated by host age through promotion of carcinogenesis in adolescence and resistance to immunosuppression, carcinogenesis and genetic perturbation associated with advancing age.

## INTRODUCTION

Proton radiotherapy is a rapidly growing field of cancer treatment, due to greater normal tissue sparing and improved tumor treatment over standard radiotherapy in some cases. Since the majority of the energy is focused at the Bragg peak, the end of the track, higher dose of proton irradiation can be deposited within the tumor area [1]. Pre-clinical studies have shown that proton irradiation has unexpected biological advantages for tumor therapy, including anti-angiogenesis and impaired cell invasiveness [2, 3]. Determining unexpected translational effects of exposed non-tumor tissue to proton irradiation can also alter the dynamics between the tumor and the host, impacting therapeutics and carcinogenesis [1, 4]. For example, a reduction in both the size of lymphoid organs (i.e. spleen) and number of factors related to the immune system (i.e. leukocytes, B cells and T cells) in both the blood and spleen are observed with whole-body proton irradiation that can impact cancer immunotherapy [4]. In addition to clinical implications, increased knowledge of the impact of proton irradiation on host tissues will inform risk assessments for long-term space travel, since protons account for >80% of galactic cosmic rays (GCRs) and a large proportion of solar particle events (SPEs) [5, 6].

Epidemiological data show a near-exponential increase in cancer incidence starting from adolescence until middle age; thereafter, incidence starts to decelerate and in old age (>70 years) begins to decrease [7]. Recent publications demonstrate that age plays a major role in the modulation of tumor progression, with a reduced capacity of older hosts to maintain and promote tumor progression with further impact from proton irradiation [8–10]. Here we expand on these findings by examining the role of distant non-tumor-bearing host organs (e.g. spleen) in the integrated tumor–host system. For the following reasons, the spleen was examined in the tumor–host system as a function of proton irradiation and aging: (i) as the largest secondary lymphoid organ tasked with initiating immune responses [11], the spleen has been shown to be involved in tumor immune–escape mechanisms [12]; (ii) the spleen is highly radiosensitive [1] (proton radiation induces general splenic organ depression [4]); (iii) age impacts overall splenic morphology and function by changes occurring within the germinal centers and decreases in lymphocyte counts (11); and (iv) the spleen has been implicated as being modulated by the effects of radiation in distant organs and tissues [12, 13]. In summary, the spleen is an organ that should experience a large degree of functional perturbation in the host due to its mentioned sensitivity to the presence of a tumor–host system, proton radiation, and age.

The effects of whole-body irradiation with fractionated 1-GeV protons on splenic tissue from adolescent and old mice implanted with syngeneic Lewis lung carcinoma (LLC) cells were investigated. Differential gene expression patterns were observed that were strongly associated with modulation of both age and proton irradiation status. Several key factors were discovered which appeared to be specifically related to the global changes in host biologic phenotype and modulation of overall immune function and cell cycling, including MCM7, CDK2, RUVBL2 and CD74. An unbiased systems biology approach revealed global signaling changes detected in host spleens that impact the host capacity to support tumor progression.

## MATERIALS AND METHODS

### Cell culture

Murine Lewis lung carcinoma (LLC) cells, originally derived from a spontaneous tumor in a C57BL/6 mouse [14], were obtained from the American Type Culture Collection (Manassas, VA). The LLC cells were cultured under standard conditions [14] in high glucose DMEM (Gibco Invitrogen Cell Culture, Carlsbad, CA) with 10% FBS (Gibco Invitrogen Cell Culture) and 5% CO_2_.

### Tumor Injections

Tumor injections for this study were performed as previously described by Beheshti *et al.* (10). Injections of C57BL/6 mice were made subcutaneously in the mid-dorsal region of the back with 10^6^ LLC cells, 8 h after the first of three dose fractions. Unirradiated mice, serving as controls, were similarly injected with 10^6^ LLC cells. Mice were anesthetized by inhalation of 4% isoflurane, for injection of 10^6^ LLC cells suspended in 0.2 ml phosphate-buffered saline (PBS). Sham mice were treated identically. Scaling of mouse age to human age was accomplished using published criteria [15]. Age comparisons are as follows: mice at 68 days (adolescent mice) and 736 days (old mice) are considered approximately equivalent to 17- and 75-year-old humans. LLC tumors were only present in the injection site at the mid-dorsal region and were measured regularly (See Supplemental Fig. 1). No metastases or tumor growth appeared in other locations or organs. Subcutaneous LLC tumors take, on average, two weeks to reach 1.5 cm^3^, at which point the mice were sacrificed and the tissue processed.

### Irradiation of mice

Thirty C57BL/6 male mice 68 days old (Jackson Laboratory) and thirty 736 days old (National Institute of Aging) were used in this study, and irradiation protocols of these mice were previously published [10]. Ten adolescent and ten old mice were given whole-body irradiation once a day for three days with 0.5 Gy of proton ions (1-GeV; LET 0.24-keV/µm; plateau, non-Bragg peak, region, 0.5 Gy/min dose rate) at Brookhaven National Laboratory (BNL) (Upton, NY) (Supplemental Fig. 1). Mice were restrained and were not anesthetized during irradiation. An additional 20 adolescent and 20 old mice were not irradiated, but otherwise handled identically and used as sham, unirradiated controls. All animals, control and irradiated, were injected with syngeneic LLC cells after the first of three fractions of sham or proton irradiation. The timing of the dosing relative to cancer cell injection was chosen in order to maximize the likelihood of the impact of proton irradiation on tumor development and advancement. This was achieved by combining the situation where the first irradiation fraction acts on the normal cells of the host and later fractions modulate interactions between the host and the cancer cells.

### Tissue processing

Mice were monitored regularly, and tumor size was measured with calipers by a single individual. Once tumors reached ∼1.5 cm^3^, mice were sacrificed with a 0.6-ml intraperitoneal injection of 2,2,2-tribromoethanol at 20 mg/ml. Tissues to be frozen-sectioned were dissected and slow-frozen in OCT (Tissue Tek, Fisher Scientific, Pittsburgh, PA) in the gas phase of liquid nitrogen, and tissues for RNA isolation were snap-frozen in liquid nitrogen. Tissues to be paraffin-sectioned were placed in 10% formalin, processed by standard protocol [16], placed in cassettes, and paraffin embedded. Paraffin-embedded tissues were cut into 4-μm slices, placed on positively charged slides (Fisher Scientific), and stained with hematoxylin and eosin (H&E) stain using standard protocols [16].

### Antibodies

Details on the antibodies are available in the Supplemental Methods.

### Immunofluorescence staining on tissues

Standard immunofluorescent staining protocols were used as in previous publications [9]. More details appear in the Supplementary Methods.

### Westerns

Total protein was extracted and isolated from snap-frozen tissue by a standard extraction protocol, as previously published [9]. Standard western protocols were used and further details are available in the Supplemental Methods.

### Real-time quantitative PCR

RNA was isolated from splenic tissue in TRIzol (Invitrogen, Carlsbad, CA) using standard methods and homogenized using a Tissue Lyser II (Qiagen, Valencia, CA). Tissue with TRIzol was extracted according to the manufacturer's instructions, as was previously reported [8]. Probes for CD74, CDK2, RUVBL2, MCM7 and TGFβ1 were commercially available (Applied Biosystems, Carlsbad, CA). Assays were performed with technical duplicates and data were analyzed using the method described by Schmittgen and Livak [17].

### Transcriptome analysis

For genome-wide expression profiling of splenic tissue, Mouse WG-6 bead array chips (Illumina, San Diego, CA) were used. Methods for obtaining gene expression array data were previously reported [8–10]. 

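The deposited table holds splenic RNA signals of 38 male C57BL/6 mice carrying LLC tumors, with 1 array per spleen. Of these mice, 9 were unirradiated adolescents (A) and 10 were adolescents given 3 fractions of 0.5 Gy of protons (AP), and both groups were 68 days old. Another 9 were unirradiated old mice (O) and 10 were old mice given the same 3 fractions (OP), and both groups were 736 days old. Of the 10 spleens per condition, 1 of A and 1 of O have no values in the table.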

For spleen replicates, 10 spleen samples for each condition (0 Gy adolescent, 0.5 Gy x 3 proton adolescent, 0 Gy old, and 0.5 Gy x 3 proton old), i.e. a total of 40 spleen samples, were used. 

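The deposited values are average bead signals from before the COMBAT and quantile steps. As a measure of the brightness of each array, the mean of its 20 brightest signals was taken. It ran from 21055 to 32917 (median 24025) in A and from 27311 to 32700 (median 29868) in AP. In O it ran from 20569 to 30863 (median 22539) and in OP from 27474 to 31757 (median 30811). The largest gap between neighboring arrays was 1609, between 25703 and 27311, and the next largest was 1154. This gap separated 14 dim arrays, 7 of A and 7 of O, from 24 bright arrays, which were 2 of A, 2 of O and all 10 AP and 10 OP arrays. Brightness therefore overlaps with irradiation at both ages and is balanced between the ages. The difference between bright and dim arrays was then computed for 16109 genes, once in A and once in O. Across genes, these 2 sets of differences had r = 0.785, although genes are not independent replicates. Among the 1296 ways of taking 2 arrays from A and 2 from O, no other pair of pairs reached this r, and the next highest was 0.686. With age in the limma fit, 3191 genes differed between the 4 bright and the 14 dim unirradiated arrays at an adjusted p under 0.05, 1818 higher and 1373 lower on bright arrays. The grouping by brightness was chosen after the data were seen, and the paper's text does not name the batches given to COMBAT.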

The data was corrected through COMBAT batch correction [18], then quantile normalization was applied. Data was imported into MultiExperiment Viewer, MeV [19] for analysis. The statistically significant genes were determined by applying a one-way ANOVA with an adjusted Bonferroni correction with a false discovery rate (FDR) < 0.001 that resulted in a list of 2374 significant genes. Further details on the analysis are available in the Supplemental Methods section. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GEO Series accession number GSE67243 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67243).

### Statistical analysis

Student's *t*-tests were used for statistical analysis as appropriate. All *P*-values were calculated using two-tailed tests. Differences were considered statistically significant if *P* < 0.05. Error bars in the graphs represent standard error. Tumor growth quantification and growth rate calculations were previously described in a parallel study focused on the tumor dynamics [10].

## RESULTS

### Modulation of tumor dynamics in mice as a function of age and proton irradiation

The tumor growth dynamics displayed here were more extensively explored and investigated in Beheshti *et al.* [10]. All LLC tumor growth was observed only at the injection site (i.e. subcutaneous tumors), and no metastases were detected in other organs. The tumor dynamics showed no significant difference in tumor growth between the irradiated adolescent mice (AP) and the unirradiated adolescent mice (A) (Fig. 1C). All subsequent comparisons showed that tumor growth was significantly decreased in old irradiated mice (OP) versus old unirradiated mice (O) (Fig. 1D), in old unirradiated mice (O) when compared with adolescent unirradiated mice (A) (Fig. 1A), and in old irradiated mice (OP) when compared with adolescent irradiated mice (AP) (Fig. 1B). Hence, tumor growth was significantly reduced in comparisons where mice were either older (O vs A and OP vs AP) (Fig. 1A and B) or received irradiation (OP vs O) (Fig. 1D), with the exception of adolescent irradiated mice (AP vs A) (Fig. 1C).

**Fig. 1.**
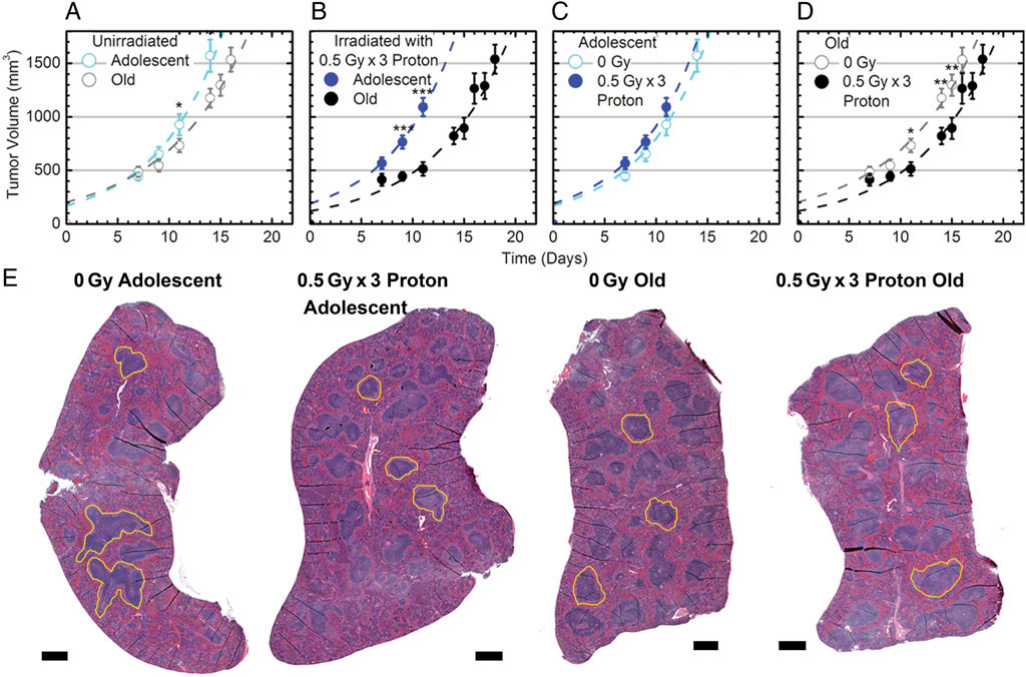
Tumor dynamics and morphological changes in spleens from tumor-bearing mice affected by age and 3 × 0.5 Gy proton irradiation. (**A–D)** The data show average measured tumor volumes, after injection at Time 0, of murine Lewis lung carcinoma (LLC) cells into C57BL/6 mice with and without 3 × 0.5 Gy of proton irradiation (1 GeV). This data is adapted from Beheshti *et al.* (10). The time post-cell-injection is shown on the *x*-axis. Error bars show ±SE; and asterisks indicate time-points where there is a statistically significant differential, even when ignoring information from the other time points, *P < 0.05, **P < 0.01 and ***P < 0.001. The dashed lines indicate generated best fits in terms of two quantities: tumor growth rates after approximately exponential growth starts, and ‘effective’ initial tumor volumes as explained in the Methods section. (**E**) Representative hematoxylin and eosin (H&E) stains on spleen samples. Black scale bar represents 500 μm. The yellow outline represents examples of the marginal zone in the spleen for each different condition.

### Morphological differences in the spleens of tumor-bearing mice as a function of age and proton irradiation

Representative H&E slides of each experimental group show physical differences between age groups and irradiation conditions. The marginal zones (the border regions of the white pulp which screen the systemic circulation for antigens and pathogens) [11] apparent in the adolescent unirradiated animals tended to be larger and more irregular than both the irradiated adolescents and the old unirradiated animals (represented by the yellow outlines in Fig. 1E). Qualitatively, the old unirradiated and old irradiated spleens appear very similar (Fig. 1E). Importantly, there was no neoplastic activity evident in any of the cross-sections displayed, and thus all downstream analysis is likely to reflect only activity of normal host tissue without metastatic lesions.

### Global transcriptome changes in spleens of tumor-bearing mice caused from both aging and proton irradiation

Transcriptome analysis of the spleens from the mice described above demonstrates clear differences between the various age and radiation groups. 

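Mouse WG-6 bead arrays measured 45281 probes, which the table assigns to 30869 gene symbols. The signals were corrected for background by limma's normexp method with an offset of 16, quantile normalized and put on the log2 scale. A probe counted as detected on an array when its signal exceeded the peak of the background signals by more than the one-sided 0.05 limit of a normal distribution, since the table gives no detection p-values. The share of probes detected ran from 35.7% to 46.2% in A, from 44.0% to 49.6% in AP, from 37.7% to 48.2% in O and from 41.0% to 49.0% in OP. The 22454 probes detected on at least 9 arrays, the size of the smallest group, were kept, and each of 16109 genes was represented by its probe with the highest mean. Differences between groups are log2 fold changes from 1 limma fit to all 38 arrays, with two-sided tests and Benjamini-Hochberg adjustment over all genes. Each comparison was also fitted with array brightness as a batch term, and again on the 24 bright arrays alone, where only 2 A and 2 O arrays stand against 10 AP and 10 OP arrays. O vs A and OP vs AP are balanced for brightness, so the batch term leaves their fold changes as they are and changes only their errors. By the paper's methods, Jackson Laboratory supplied the adolescent mice and the National Institute of Aging the old ones. Age and source of the mice therefore cannot be told apart in these comparisons. The number of arrays, 9 or 10 per group, limits the precision of every value. The first 2 principal components of the 16109 genes held 25.8% and 24.4% of the variance.

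**Figure D1:**
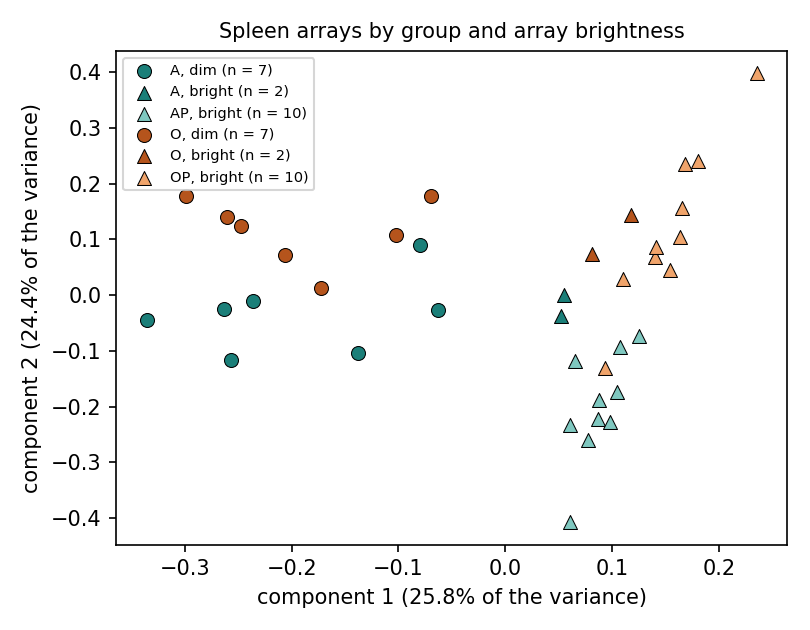
The 38 spleen arrays on the first 2 principal components of the normalized log2 values, by group (color) and brightness (circles for the 14 dim arrays, triangles for the 24 bright arrays). All dim arrays lie below 0 on component 1 and all bright arrays above 0, and among the bright arrays 1 OP array lies among the AP arrays on component 2.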

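At an adjusted p under 0.001 in limma's F-test over the 4 groups, 5431 of the 16109 genes differed. With brightness as a batch term the count was 2173, and on the bright arrays alone it was 1275. Among all the alternatives, the one-way ANOVA with Bonferroni adjustment moved the count most, to 740. The same ANOVA with Benjamini-Hochberg adjustment gave 5125.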

Significantly regulated genes with a FDR < 0.001 were determined, resulting in 2374 genes. 

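The Euclidean distance between the group means over the 5431 genes was 27.7 for A and O, 39.5 for O and OP, and 41.5 for A and AP. It was 45.1 for AP and OP, 48.4 for A and OP, and 53.8 for O and AP. Average linkage joined A and O first, at 27.7, then added OP at 43.9 and AP at 46.8. Over the 2173 genes of the fit with the batch term, O and OP joined at 14.9, A and AP joined at 24.1, and the 2 pairs joined at 33.3. On the bright arrays alone, over 1275 genes, these same pairs formed at 13.0 and 18.6 and joined at 27.0. Leaving out 1 OP array whose background signal was high also changed the tree, with A and O joined at 27.4, AP and OP at 41.3 and the pairs at 44.7. When the 38 arrays were clustered singly, the first 2 clusters were the 14 dim and the 24 bright arrays. The nearest array belonged to the same group for 9 of 9 A, 10 of 10 AP, 8 of 9 O and 9 of 10 OP arrays, and to the same brightness group for all 38.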

Euclidean cluster analysis of the significantly regulated genes clearly shows that overall gene expression data in proton-irradiated adolescent hosts is significantly different from all other groups, while the old and adolescent non-irradiated groups were the most similar (Fig. 2A). Transcriptome changes in the spleen mimic morphological differences, with the greatest difference appearing between the proton-irradiated adolescent and unirradiated adolescent spleens (Figs 1E, 2A and 2C). 

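Over the 5431 genes, the mean absolute log2 fold change was 0.49 in AP vs A, 0.49 in OP vs AP, 0.45 in OP vs O and 0.26 in O vs A. No test was run on these means, since the genes are not independent.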

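The SD of the log2 fold changes over the 5431 genes was 0.61 in OP vs AP, 0.56 in AP vs A, 0.53 in OP vs O and 0.37 in O vs A. The SD over the same genes fell to 0.41 in AP vs A and 0.31 in OP vs O with the batch term, and that of the age comparisons kept its value. The first and last percentiles were -1.19 and 1.05 in AP vs A and -1.26 and 1.05 in OP vs O. For the age comparisons they were -0.61 and 1.40 in O vs A and -1.25 and 1.48 in OP vs AP.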

The irradiated adolescent mice (AP) vs unirradiated adolescent mice (A) and irradiated old mice (OP) vs AP comparisons had the largest variability respectively, while the OP vs old mice (O) and O vs A had the least variability (Fig. 2C). This was not reflected by spleen physical characteristics in terms of mass, as only the old irradiated group was significantly smaller than the other three groups (Fig. 2B). 

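In AP vs A, 5644 genes passed an adjusted p of 0.05 in limma, 2894 upregulated and 2750 downregulated. The batch term left 1025 genes, 538 upregulated and 487 downregulated, of which 761 were called in the same direction without it. On the bright arrays alone, the setting that moved this count most, 90 genes were upregulated and 62 downregulated in limma, and 3124 passed an unadjusted p of 0.05. Among the genes past the F-test with at least a 1.2-fold change, 2076 were upregulated and 2190 downregulated in AP vs A, against 772 and 667 with the batch term. In OP vs O, 5060 genes passed an adjusted p of 0.05, 2448 upregulated and 2612 downregulated, against 72 with the batch term, 28 upregulated and 44 downregulated. Of those 72 genes, 68 were called in the same direction in both fits, and the bright arrays alone gave 9 genes and 1884 at an unadjusted p under 0.05. The F-test with a 1.2-fold change gave 1744 upregulated and 2130 downregulated genes in OP vs O, against 397 and 352 with the batch term. Aligning the array medians in place of quantile normalization brought the median change of all genes from 0.016 to 0.39 in AP vs A, where 7708 genes then rose and 203 fell, and from 0.019 to 0.17 in OP vs O, where 2267 rose and 661 fell. The largest increase in AP vs A was in Stat5a (probe ILMN_2976191), from 6.19 ± 0.21 (SD, n = 9) to 7.96 ± 0.26 (SD, n = 10), a log2 fold change of 1.77 (SE 0.17) and of 1.58 with the batch term. F830002E14Rik (probe ILMN_1215076) had the largest decrease in both comparisons, -2.08 (SE 0.57) in AP vs A and -2.58 (SE 0.57) in OP vs O, but with the batch term these were 0.39 and -0.12. In OP vs O the largest increase was in LOC100047132 (probe ILMN_1218006), from 8.41 ± 0.74 (SD, n = 9) to 10.72 ± 1.06 (SD, n = 10), a log2 fold change of 2.31 (SE 0.34) and of 2.12 with the batch term.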

An overall upregulation in significant genes existed for the AP vs A group (954 upregulated vs 727 downregulated), while radiation had only a minimal overall downregulation in the OP vs O group (541 downregulated vs 478 upregulated) (Fig. 2D). 

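Of the genes past the F-test, 125 changed at least 1.2-fold in opposite directions in AP vs A and OP vs O, and 2944 did so in the same direction. Among the 125, 55 were upregulated in AP vs A and downregulated in OP vs O, and 70 the reverse. Under the batch term, 93 genes were oppositely regulated, 41 and 52 in these directions, and 344 went the same way. In that fit both comparisons rest on the same brightness estimate. Across genes their fold changes then had r = 0.42, against 0.49 in simulated data without effects. The count of 344 is therefore no evidence of a shared response. With aligned array medians there were 111 oppositely regulated genes, of which 109 were upregulated and 2 downregulated in AP vs A. Single arrays of OP moved the count: it was 62 without the array of high background signal and 225 without another OP array, the one nearest to the AP mean. At 1.5-fold, 3 genes remained, and they are named here after their values were seen. Cpox (log2 fold change 0.61 in AP vs A and -0.67 in OP vs O) had 0.96 and -0.31 with the batch term. For LOC667005 the values were 0.72 and -0.60, and 1.15 and -0.18 with the batch term. Ifngr2 went the other way, -0.59 and 0.70, and -0.51 and 0.79 with the batch term.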

Interestingly, 179 genes were oppositely regulated by radiation for both AP vs A and OP vs O (64 upregulated in AP vs A and downregulated in OP vs O and 115 downregulated in AP vs A and upregulated in OP vs O). 

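By the same criteria, 33 genes were oppositely regulated in O vs A and OP vs AP, 6 of them upregulated and 27 downregulated in O vs A, while 1708 genes went the same way. The batch term gave 16 such genes, all downregulated in O vs A, and 1270 genes that went the same way. Among the alternatives, aligning the array medians gave the most, 123 genes, with the directions reversed (118 upregulated and 5 downregulated in O vs A), and a 1.5-fold change gave 0.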

As a function of age, only two genes between the O vs A and OP vs AP were oppositely regulated. O vs A shows a very modest overall upregulation of key genes (198 upregulated vs 95 downregulated), while OP vs AP shows an overall downregulation (1048 downregulated vs 760 upregulated) (Fig. 2D).

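In O vs A, 580 genes passed an adjusted p of 0.05 in limma, 455 upregulated and 125 downregulated, and all 580 were also among the 715 called in the same direction with the batch term. The dim arrays alone, 7 against 7, gave 263 genes, 224 upregulated and 39 downregulated, and the 2 bright arrays against 2 gave 0 in limma and 584 at an unadjusted p under 0.05. In OP vs AP, where all arrays are bright, 5560 genes passed, 2683 upregulated and 2877 downregulated, and 6030 passed with the batch term, which shares its error with the other groups. Counted as genes past the F-test with at least a 1.2-fold change, O vs A had 1080 upregulated and 850 downregulated genes, against 764 and 540 with the batch term. By that count OP vs AP had 1804 and 1984, against 1092 and 1039 with the batch term. Aligning the array medians brought the median change of all genes from -0.013 to -0.14 in OP vs AP, where 859 genes then rose and 3782 fell, and from -0.014 to 0.061 in O vs A, where 213 rose and 7 fell. LOC384415 (probe ILMN_2631505) had the largest increase in both age comparisons, from 9.01 ± 0.93 (SD, n = 9) to 13.26 ± 1.07 (SD, n = 9) in O vs A, a log2 fold change of 4.25 (SE 0.44). In OP vs AP it rose from 10.26 ± 1.18 (SD, n = 10) to 13.40 ± 0.78 (SD, n = 10), a log2 fold change of 3.13 (SE 0.42). Fam132b (probe ILMN_2672509) had the largest decrease in OP vs AP, from 9.99 ± 0.77 (SD, n = 10) to 7.11 ± 0.95 (SD, n = 10), a log2 fold change of -2.88 (SE 0.32), and changed by -1.51 (SE 0.34) in O vs A.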

**Fig. 2.**
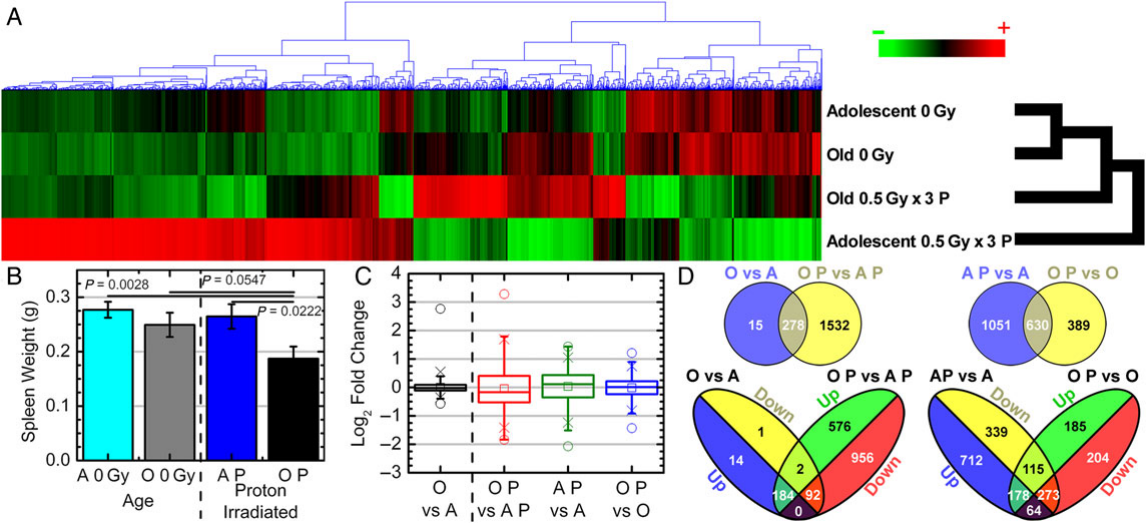
Gene regulation and physical changes for spleens as a function of host age. (**A**) Hierarchical clustering of genes by average linkage (UPGMA) and Euclidean distance calculation in the spleen with different age and proton irradiation for the 2374 significant genes with one-way ANOVA, FDR < 0.001. (**B**) Weights of spleens from C57BL/6 male mice with different age and proton irradiation comparisons (0 Gy adolescent (A) *n* = 20, 0 Gy old (O) *n* = 20, 0.5 Gy x 3 proton adolescent (AP) *n* = 10, 0.5 Gy x 3 proton old (OP) *n* = 10). (**C**) Average signal log_2_ fold-change comparing 0 Gy adolescent (A), 0 Gy old (O), 0.5 Gy x 3 proton adolescent (AP), 0.5 Gy x 3 proton old (OP) with each other. Whiskers show the range of the outliers, with max and min values as 0 and the 1 and 99th percentile outliers as X. (**D**) Venn diagrams of the genes with 1.2-fold change for comparisons between adolescent and old spleen samples with and without proton irradiation, with separate Venn diagrams for only the up- and downregulated genes.

### Global biological changes as a function of age and proton irradiation in the spleen

A list of Gene Ontology (GO) categorized functions were determined through GSEA (Supplemental Table 1) and was visualized as a network (Fig. 3), where clusters were identified according to common significant gene sets (FDR < 0.05). 

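Gene sets were tested with limma's camera at a preset correlation of 0.01 between genes, on 13 Reactome sets and 11 lists, and p was adjusted over these 24. Each set is given by the median log2 fold change of its genes. In AP vs A, 3 sets passed an adjusted p of 0.05, all upregulated, with DNA Replication at 0.21 (57 of 89 genes higher, adjusted p = 0.0312), mRNA Splicing at 0.19 (74 of 112 genes higher, adjusted p = 0.0312) and Processing of Capped Intron-Containing Pre-mRNA at 0.19 (75 of 116 genes higher, adjusted p = 0.0312). Cell Cycle, Mitotic had a median of 0.13 (217 of 373 genes higher, adjusted p = 0.0762). DNA Repair had 0.032 (60 of 116 genes higher, adjusted p = 0.946), and its test pointed down although its median and mean were above 0. Immune System had -0.014 (348 of 720 genes higher, adjusted p = 0.743) and Adaptive Immune System -0.016 (167 of 348 genes higher, adjusted p = 0.743). Cytokine Signaling in Immune system had 0.030 (109 of 207 genes higher, adjusted p = 0.743), and T cell markers had -0.27 (2 of 11 genes higher, adjusted p = 0.051). The batch term gave 11 sets past the threshold, 7 up and 4 down, among them Cell Cycle, Mitotic at 0.15, T cell markers at -0.66, TCR signaling at -0.31 and B cell markers at -0.55. In that fit DNA Repair, with a median within 0.01 of 0, Immune System at -0.062 and Cytokine Signaling in Immune system at -0.023 did not pass. Over the 5 contrasts tested, camera made 65 calls, of which fry kept 56 in the same direction and camera with the correlation estimated for each set kept 10. Among the tests without a batch term, the estimated correlation gave 0 sets in AP vs A, with 0 at an unadjusted p under 0.05. Aligned array medians gave 7 (6 up and 1 down), preranked GSEA 6 (5 up and 1 down) and fry 4 (all up).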

DNA repair, mitotic cell cycle, and nuclear and mRNA processing were significantly upregulated in the irradiated adolescent compared with the 0-Gy adolescents, while general immune system response, defense function and cytokine regulation were downregulated (Fig. 3). Additionally, the comparison of old with adolescent irradiated mouse spleens had the opposite effect, where functions related to cell cycle, mRNA processing, and DNA repair were downregulated, while functions related to inflammation and the immune response were significantly upregulated (Fig. 3). 

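In OP vs AP, 22 of the 24 sets passed, 11 upregulated and 11 downregulated. Cell Cycle, Mitotic had a median log2 fold change of -0.37 (64 of 373 genes higher, adjusted p = 1.6e-17) and DNA Replication one of -0.38 (11 of 89 genes higher, adjusted p = 2.4e-14). DNA Repair was at -0.28 (27 of 116 genes higher, adjusted p = 3.5e-07) and mRNA Splicing at -0.24 (14 of 112 genes higher, adjusted p = 1.5e-08). Immune System was at 0.11 (439 of 720 genes higher, adjusted p = 0.00121), Cytokine Signaling in Immune system at 0.084 (127 of 207 genes higher, adjusted p = 0.0033) and Interferon gamma signaling at 0.20 (58 of 81 genes higher, adjusted p = 2.3e-06). The chemokine set, Chemokine receptors bind chemokines, was at 0.43 (30 of 38 genes higher, adjusted p = 1.4e-06) and TCR signaling at 0.42 (39 of 50 genes higher, adjusted p = 4.5e-07). The batch term also gave 22 sets, and camera with the estimated correlation gave 6, 1 up and 5 down.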

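In O vs A, 21 sets passed, 12 upregulated and 9 downregulated, with and without the batch term. Cell Cycle, Mitotic had a median of -0.15 (70 of 373 genes higher, adjusted p = 1.5e-08), DNA Replication of -0.15 (13 of 89 genes higher, adjusted p = 1.1e-05), DNA Repair of -0.14 (30 of 116 genes higher, adjusted p = 3.2e-04) and mRNA Splicing of -0.13 (21 of 112 genes higher, adjusted p = 2.3e-06). Upregulated sets included Immune System at 0.049 (414 of 720 genes higher, adjusted p = 0.00421), Cytokine Signaling in Immune system at 0.074 (128 of 207 genes higher, adjusted p = 7.7e-04) and Interferon gamma signaling at 0.16 (63 of 81 genes higher, adjusted p = 2.9e-08). Chemokine receptors bind chemokines was at 0.29 (27 of 38 genes higher, adjusted p = 2.9e-08) and TCR signaling at 0.14 (29 of 50 genes higher, adjusted p = 0.00347). MHC class II antigen presentation did not pass (adjusted p = 0.34), and its median lay just below 0 while its mean and its test lay above. The estimated correlation left 4 sets, 2 up and 2 down.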

A very similar pattern also appeared in the non-irradiated spleens from old versus adolescent mice (Fig. 3). It should also be noted that the degree of up- or downregulation within each node are not identical for OP vs AP and O vs A groups, indicating that the addition of radiation to the system (OP vs AP) created a unique host response in comparison with the non-irradiated system (O vs A) (Supplemental Table 1). 

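The age by irradiation interaction, OP vs O less AP vs A, which equals OP vs AP less O vs A, was tested in the same fit. It passed an adjusted p of 0.05 for 105 genes, 81 positive and 24 negative, and all of these were among the 232 called in the same direction with the batch term. With aligned array medians the balance of directions turned, to 2 positive and 19 negative of 21 genes. After the empirical Bayes step with the groups kept, which starts from signals without background correction, the counts were 856 and 955 of 1811. On the bright arrays alone 0 genes passed in limma, with 1136 at an unadjusted p under 0.05. The count depended on single OP arrays, with 53 genes without the array of high background signal and 539 without the OP array nearest to the AP mean. Among the sets 14 passed, 5 positive and 9 negative. For Cell Cycle, Mitotic the median interaction was -0.25 (94 of 373 genes higher, adjusted p = 1.0e-09), for DNA Replication -0.27 (16 of 89 genes higher, adjusted p = 1.0e-09) and for DNA Repair -0.18 (32 of 116 genes higher, adjusted p = 5.1e-04). TCR signaling was at 0.29 (40 of 50 genes higher, adjusted p = 8.4e-05) and T cell markers at 0.57 (11 of 11 genes higher, adjusted p = 0.00117), while Immune System at 0.068 (409 of 720 genes higher, adjusted p = 0.0723) did not pass. The batch term gave 13 sets, fry 10, and camera with the estimated correlation 0, with 4 at an unadjusted p under 0.05.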

Minimal differences were observed for the spleens comparing old mice with or without proton irradiation (Fig. 3). 

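In OP vs O, 5 sets passed, all downregulated. These were Cell Cycle, Mitotic at -0.089 (151 of 373 genes higher, adjusted p = 0.0183), DNA Repair at -0.097 (46 of 116 genes higher, adjusted p = 0.00898), the G2/M phase list at -0.26 (10 of 42 genes higher, adjusted p = 0.00145), the S phase list at -0.18 (9 of 35 genes higher, adjusted p = 0.0224) and the neutrophil and granulocyte markers at -0.55 (0 of 11 genes higher, adjusted p = 0.00622). The fit with the batch term had 4 sets past the threshold, DNA Repair at -0.086, DNA Replication at -0.12, the G2/M phase list at -0.16 and the neutrophil and granulocyte markers at -0.45. Camera with the estimated correlation gave 0 sets, with 0 at an unadjusted p under 0.05. Preranked GSEA gave 13, 6 up and 7 down, and fry gave 5, 1 up and 4 down. Without the OP array nearest to the AP mean, 9 sets passed, 3 up and 6 down, and without the OP array of high background 3 passed, all down.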

Overall as a result of proton irradiation, immunosuppression, increased cell cycling, and DNA repair occurs primarily in adolescent hosts; while opposite effects occur for old hosts without proton irradiation.

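The B cell, T cell, NK cell, macrophage, neutrophil, erythroid and plasma cell markers were also averaged on each array, as the mean of the listed genes less each gene's mean over all arrays. T cell markers differed by -0.53 in AP vs A (exact permutation p = 0.00206, adjusted over 44 tests 0.00566, lower than the A mean in 10 of 10 AP arrays) and by -0.63 on the bright arrays, 10 against 2 (exact p = 0.0303, the smallest this number allows). In O vs A they differed by 0.50 (exact p = 0.00292, adjusted 0.00714, higher in 9 of 9 O arrays), by 0.48 on the dim arrays (exact p = 0.0216) and by 0.57 on the bright arrays, where 2 against 2 cannot give an exact p below 0.333. From the gene sets that rose and fell in each comparison (Fig. 3), the paper reasons that cell cycle and DNA repair functions went up and immune functions down after protons in adolescent mice, with the reverse in old against adolescent spleens. The paper also notes minimal differences between OP and O in that network, and concludes overall that the immunosuppression and the increased cell cycling and DNA repair arise mainly in adolescent hosts.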

**Fig. 3.**
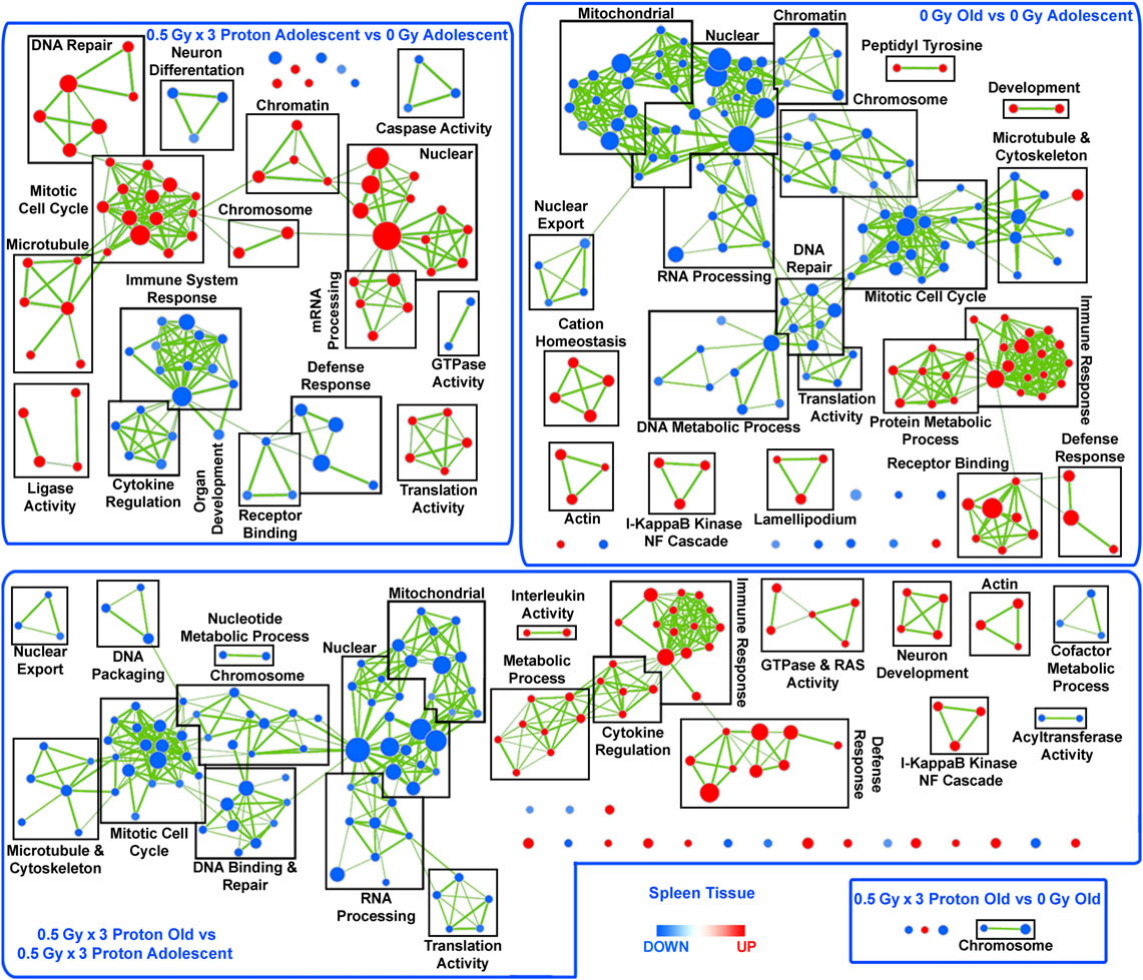
Network representation of Gene Set Enrichment Analysis (GSEA) for GO C5 gene sets. Leading edge analysis with a FDR < 0.05 determined significant gene sets enriched for each group. The size of each node reflects the number of molecules involved for each gene set. The edge (green lines) represents the number of genes associated with the overlap of two gene sets (or nodes) that the edge connects. Clusters were named according to common function in each grouping. Upregulated gene sets were denoted with red color, and downregulated gene sets were denoted by blue color.

Further analysis was performed using Ingenuity Pathway Analysis (IPA) software to determine key molecular differences occurring between each group. Biofunction analysis through IPA confirms the GSEA results, revealing decreases in immune functions for AP vs A related to cell movement, chemotaxis, quantity and homing, while functions related to mitogenic responses such as cell cycling and replication are increased (Supplemental Table 2). These biofunctions are also oppositely regulated in the old vs adolescent irradiated spleens and bolster the patterns observed from the GSEA analysis.

In order to further understand the tumor host environment, the differences in expression of multiple upstream regulators were investigated. Upstream regulators were determined using IPA and were defined as any molecule that affected the expression or function of another molecule (Supplemental Table 3). Once again the AP vs A when compared with OP vs AP or O vs A was oppositely regulated (Supplemental Table 2). Tumor progression was predicted from the upstream regulators by determining from the literature whether each upstream regulator promotes or inhibits tumor progression. It was predicted that a tumor-promoting environment occurs in the spleens from adolescent irradiated tumor-bearing mice, while tumor inhibition is predicted in all other comparisons (Fig. 4). Although the balance between the tumor promoters and the suppressors are rather close in numbers for AP vs A, the overall prediction for tumor promotion is consistent with the biology presented throughout this manuscript.

**Fig. 4.**
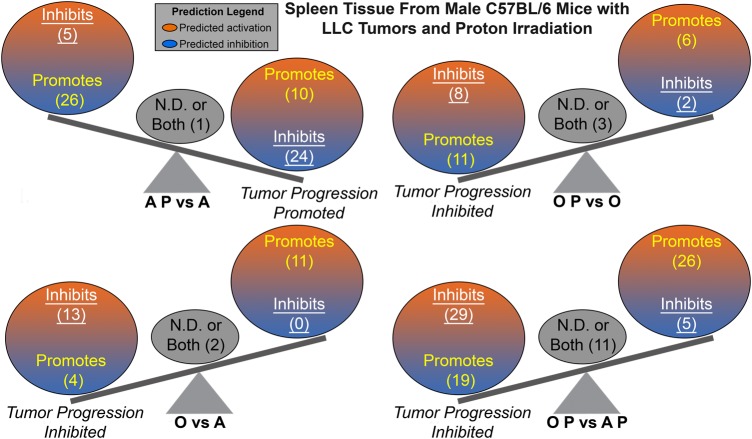
The impact of predicted Upstream Regulators from the spleen on tumor progression. A schematic of the activation states of the upstream regulators from Supplemental Table 3 illustrating the balance between the tumor promoters (text in yellow) and tumor suppressors (text in white and underlined), with a predicted activation (orange) or predicted inhibition (blue). Upstream regulators with both promoter and suppressor effects or the effects have not been not determined (N.D.) are shown in the middle of the balance (gray circle and black text). The number of upstream regulators per group is indicated in the parentheses.

### Immune cell subset modulations within the spleen

To identify which components of the spleen are involved with the observed immune function changes found in the GSEA networks, a phenotypic evaluation of immune cell subsets was determined. Immune subset activation was characterized through identification of CD25 which is an activation marker for B, T, and NK cells [21, 22] and SCA1 which represents activated macrophages [23]. On examining all AP vs A comparisons, there was a clear decrease in immune cell activation in all subsets when CD25 is co-localized with T, B, or NK cells (Fig. 5C), while there was minimal if any change in activation of these cells in OP vs O for T cells (CD3 co-localization) (Fig. 5C). Interestingly the overall activity for B, T, and NK cells is increased for old unirradiated hosts compared to adolescent hosts (which is in agreement with the GSEA results (Fig. 3)), indicating that the overall immune activity of tumor bearing old mice is greater than adolescent hosts (Fig. 5B). Additionally, fewer NK cells (identified through NK1.1 [24]), macrophages (identified through F4/80 [25]), and B cells (identified through CD19) exist after proton irradiation in both adolescent and old hosts, indicating that regardless of age, proton irradiation causes a decrease in NK cells, macrophages, and B cells (Fig. 5). NK cells also increased with old age (O vs A and OP vs AP) independent of proton irradiation (Fig. 5), suggesting that old tumor bearing hosts have increased immune function. Macrophages could not be detected by western blot, due to the low amount present in the spleen for all conditions as indicated by immunofluorescence (Fig. 5C). A similar pattern occurs for activated macrophages (SCA1) with a decrease in activity for proton irradiation independent of age (Fig. 5). It should be noted that while the Ly-6 protein family members [23] and specifically SCA1 (Ly-6A/E) [26] has been linked to macrophage activation, it has an additional major role as an antigenic marker of stem and progenitor cells, and is thought to decrease as these cells differentiate [27]. Thus while SCA1 indicates macrophage activation when co-localized with the macrophage antigenic marker F4/80, independent quantitation of SCA1 by western blot does not reflect macrophage activation levels alone.

**Fig. 5.**
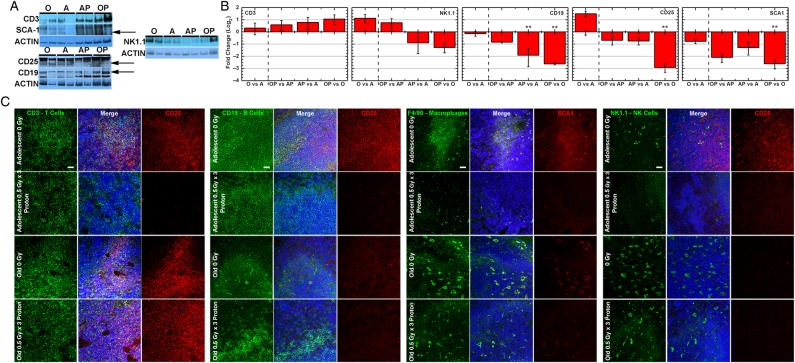
Immune cell subset identification as a function of age for proton-irradiated hosts versus unirradiated hosts on spleen tissue. (**A**) Representative western blots for specific markers for different immune subsets and the associated activation marker. Arrows indicate the location of the correct band. (**B**) Quantification of the western blots for each marker and condition. For each condition a total of *n* = 4 was used. Significant differences are indicated by *P < 0.05, **P < 0.01. (**C**) Representative immunofluorescent staining for each condition for antibodies associated with specific immune cell subsets and the associated activation marker. White scale bar = 20 µm.

Old hosts independent of irradiation appear to have a greater amount of NK cells and have significantly higher T, B, and NK immune cell activity (Fig. 5B). Additionally proton irradiation increases the amount of T cells in spleens from old hosts (Fig. 5). This plays an important role in the overall activity when comparing to adolescent irradiated spleens. Overall T cell activation may be decreased in OP vs O (Fig. 5B), but direct T cell associated activation (CD25 positive cells co-localized with CD3 positive cells) in AP is almost entirely absent when compared to A while no change occurs for OP vs O (Fig. 5C). Specific analysis from the immune cell subsets combined with immune system changes determined from transcriptome analysis, demonstrates immunosuppression occurring in spleens from proton irradiated tumor-bearing adolescent hosts due to T cell activity. Overall the immunosuppression for adolescent irradiated hosts can be attributed to reduction of T cell immune activity in combination with the decreases in other immune subset numbers and activity.

### Key genes involved in the differences in spleens as a function of age and proton irradiation

A novel unbiased systems biology analysis previously established [9] was implemented to determine the key genes involved in the overall dynamics. The key genes were determined by finding the commonalities between the significant upstream regulators, the biofunction analysis, GSEA for GO gene sets, and DAVID functional annotation clusters (Fig. 6A–D and Supplemental Table 4). DAVID Gene Function Classification Tool measures the relationships among different biologically annotated terms based on the degrees of co-association of genes [28] and only genes in the top 10 functional annotation clusters were considered (Supplemental Tables 5–8). 

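Of the 61 key genes of Supplemental Table 4, all were among the genes tested, and 57 passed the F-test. The paper chose them on these samples, so counts adjusted over the list alone are not independent evidence. For AP vs A, 36 passed an adjusted p of 0.05 over all genes, 25 up and 11 down, and 41 did so adjusted over the list alone. In the fit with the batch term, 13 passed over all genes, 11 up and 2 down, and 26 adjusted over the list alone. For OP vs O, 25 passed, 7 up and 18 down, against 1 with the batch term, and 26 and 3 adjusted over the list alone. O vs A had 8, 3 up and 5 down, and 25 adjusted over the list alone, and OP vs AP had 60 by either adjustment, 12 up and 48 down, with the same counts under the batch term. The sign of the fold change was that of the paper's table for 50 genes in AP vs A, 40 in OP vs O and all 61 in either age comparison. The batch term made it so for 56 genes in AP vs A and 46 in OP vs O. On the bright arrays alone, the setting that moved these counts most, 2 key genes passed in AP vs A and 0 in OP vs O.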

Tumor predictions from the key genes (Fig. 6E–H) were analyzed similarly as the upstream regulator tumor predictions (Fig. 4), with predicted tumor inhibition occurring in all groups except for the adolescent comparison, where tumor progression is promoted (Fig. 6E).

**Fig. 6.**
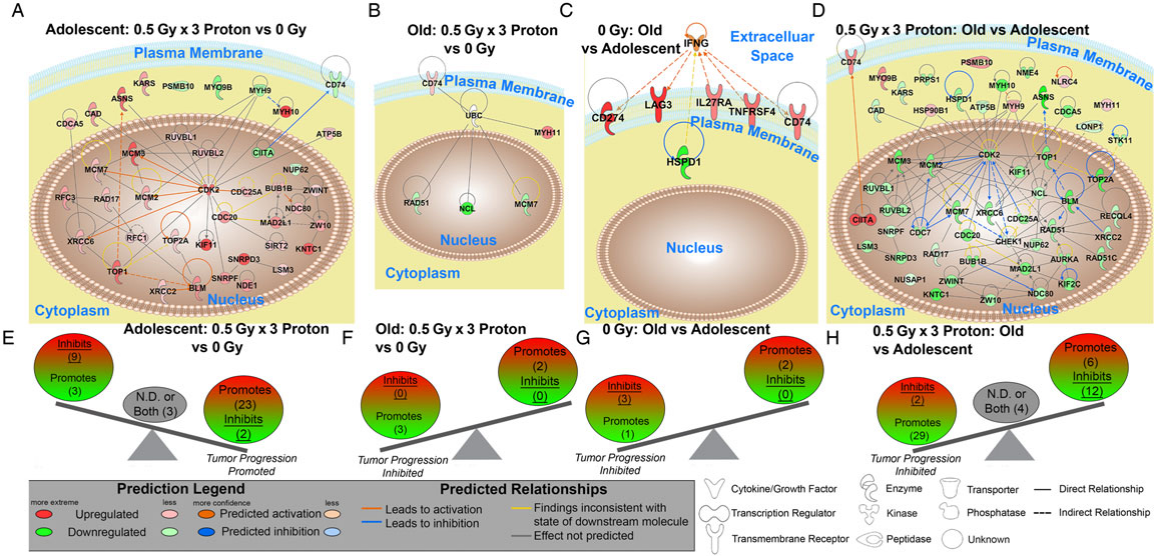
Gene network analysis for the key genes involved in splenic changes. (**A–D**) Pathway analysis was done with Ingenuity Pathway Analysis (IPA) software. IFNG and UBC were added to specific networks to provide relations and connections between all genes. Predicted relationships between all genes are also shown. Log_2_ fold changes to the gene expression were used to obtain different shades of green for regulation levels for 1.2-fold change in downregulated genes, while different shades of red depict regulation levels for 1.2-fold change in upregulated genes. The darker the shade of green or red, the greater the fold change. (**E–H**) A schematic of the key significant genes (Supplemental Table 4), determined to be significant in regulating many functions for each comparison, illustrating the balance between the tumor promoters and tumor suppressors with the Log_2_ fold change color coded as before. Genes with both promoter and suppressor effects, or the effects not determined (N.D.), are shown in the middle of the balance (gray circle and black text). The number of genes per group is indicated in parentheses.

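On the arrays, Mcm7 has 2 probes that pass the filter, Cdk2 has 4, Cd74 has 3 and Ruvbl2 has 1. The probe with the highest mean is ILMN_1213616 for Mcm7, ILMN_1233064 for Cdk2, ILMN_3089584 for Cd74 and ILMN_2690410 for Ruvbl2. The probes of a gene did not move alike. In AP vs A the second Mcm7 probe, ILMN_2673889, had a log2 fold change of -0.15, against 0.58 for the first, and in OP vs AP it had -0.41. The other Cdk2 probes had 0.67, 0.82 and 0.27 in AP vs A and -0.71, -0.86 and -0.70 in OP vs AP. For Cd74 the other probes had 0.25 and 0.14 in AP vs A and 0.56 and 1.00 in OP vs O, and the batch term made these -0.26, -0.35, 0.049 and 0.51.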

From the key genes, MCM7 and CD74 were in common between the majority of the comparisons and CDK2 and RUVBL2 were shown to regulate the majority of the other key genes when present (Fig. 6A–D). CD74 is required for B-cell differentiation, influences T-cell selection in the thymus, and functions as part of the macrophage migratory inhibitory factor (MIF) complex through which it participates in the inflammatory response [29, 30]. MCM7 is a part of the MCM complex involving MCM2-7 which acts as an essential part of DNA replication initiation and elongation, and is involved in S phase checkpoint signaling in response to DNA replication stress and damage via interaction with Rad17 at the site of a stalled replication fork [31]. CDK2 is part of a family of serine/threonine kinases [32] that act in concert with a corresponding cyclin (in this case cyclin E or cyclin A) to control the progression of the cell cycle, DNA synthesis, and DNA replication [33]. CDK2 activation by a heterodimerization with cyclin E (the Cdk2-CycE complex) phosphorylates Rb, releases E2F, which in turn initiates DNA synthesis [33, 34]. Finally, RUVBL2 is an ATPase associated with diverse cellular activities involved in chromatin remodeling, DNA repair, regulation of transcription, ribonucleoprotein assembly [35], cell growth, and cell migration and invasion [36].

The array data demonstrates that MCM7, CDK2, and RUVBL2 were upregulated for AP vs A and downregulated in the rest (with the exception of CDK2 in the OP vs O category) while CD74 was shown to be downregulated for AP vs A and upregulated in the other three. 

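In AP vs A, Mcm7 rose from 9.61 ± 0.33 (SD, n = 9) to 10.19 ± 0.14 (SD, n = 10), a log2 fold change of 0.58 (SE 0.19, limma adjusted p = 0.0136, higher than the A mean on all 10 AP arrays). On the same arrays, Ruvbl2 rose from 8.88 ± 0.20 (SD, n = 9) to 9.40 ± 0.18 (SD, n = 10), a log2 fold change of 0.52 (SE 0.11, limma adjusted p = 4.8e-04, on all 10 AP arrays). Cdk2 went from 11.21 ± 0.20 (SD, n = 9) to 11.41 ± 0.15 (SD, n = 10), a log2 fold change of 0.21 (SE 0.088, limma adjusted p = 0.0603, on 9 of 10 AP arrays). By two-sided exact permutation tests, adjusted over 20 tests, p was 1.7e-04 for Mcm7, 1.7e-04 for Ruvbl2 and 0.0402 for Cdk2. With the batch term the log2 fold changes in AP vs A were 0.30 for Mcm7, 0.33 for Ruvbl2 and -0.024 for Cdk2, and none passed limma's test. For the other 3 Cdk2 probes it gave 0.58, 0.94 and 0.67 (p adjusted over all probes 0.0689, 0.0107 and 0.0905), and the second of these passed. On the bright arrays alone the changes were 0.38 for Mcm7, 0.30 for Ruvbl2 and -0.063 for Cdk2 (probe ILMN_1233064). The exact permutation p was 0.0303 for Mcm7 and for Ruvbl2, the smallest that 10 arrays against 2 allow, and 0.636 for Cdk2. Over 17 settings the change in AP vs A ran from 0.22 to 1.33 for Mcm7 (adjusted p from 3.5e-04 to 0.567, past 0.05 in 12), from 0.27 to 1.29 for Ruvbl2 (5.1e-05 to 0.427, 14) and from -0.063 to 0.86 for Cdk2 (8.6e-04 to 0.931, 7). In O vs A the changes were -0.27 for Mcm7, -0.16 for Cdk2 and -0.15 for Ruvbl2, and none passed (adjusted p = 0.482, 0.358 and 0.541). In OP vs AP, Mcm7 changed by -0.97 (SE 0.18, adjusted p = 7.3e-05, lower on all 10 OP arrays), Cdk2 by -0.32 (SE 0.086, adjusted p = 0.00328, on 9 of 10) and Ruvbl2 by -0.61 (SE 0.11, adjusted p = 4.8e-05, on all 10). All of these 3 genes passed in OP vs AP in each of 17 settings.

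**Figure D2:**
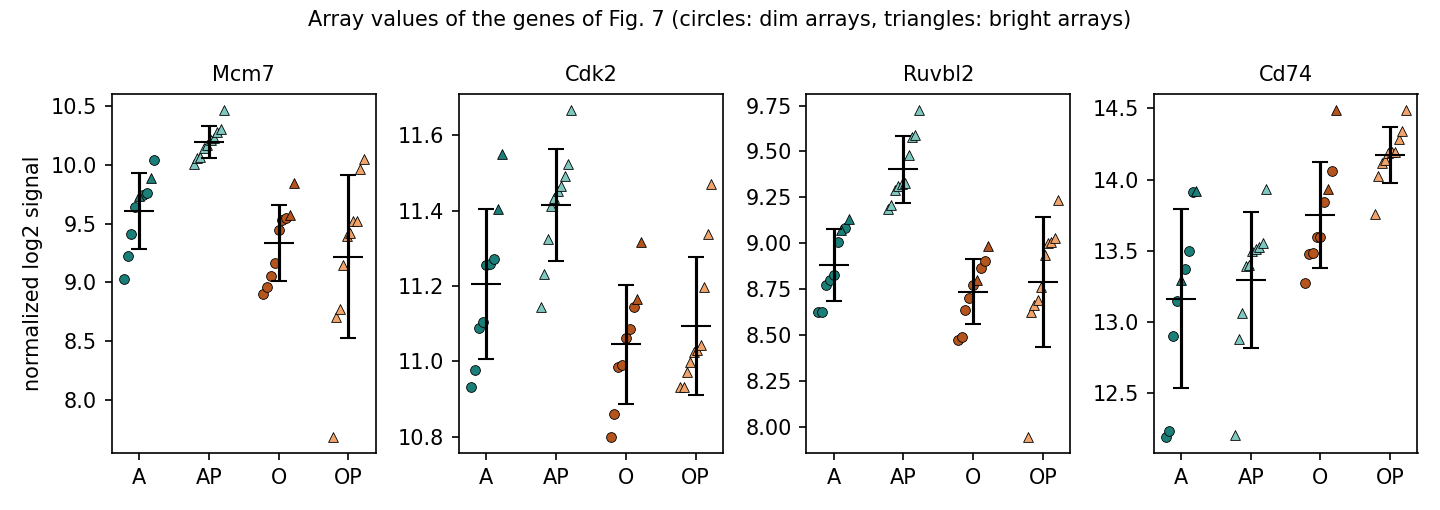
Normalized log2 signals of Mcm7, Cdk2, Ruvbl2 and Cd74 on each array, by group, with the mean and SD of each group. Circles are dim arrays and triangles bright arrays. Every AP array lies above the A mean for Mcm7 and Ruvbl2, and the same OP array is the lowest of its group for both, at 7.69 and 7.95.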

To validate these findings, quantitative real-time PCR (RT-PCR) was performed on these four genes (Fig. 7). In agreement with the array data, MCM7, CDK2, and RUVBL2 were all significantly increased for AP vs A, while being significantly downregulated for OP vs AP. RT-PCR, however, reveals that CD74 is upregulated in all groups, while the expression data shows CD74 being downregulated for AP vs A, indicating that a false positive occurred. 

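On the arrays, Cd74 was at 13.16 ± 0.63 (SD, n = 9) in A and 13.30 ± 0.48 (SD, n = 10) in AP, a log2 fold change of 0.13 (SE 0.19, limma adjusted p = 0.627, higher than the A mean on 7 of 10 AP arrays). A two-sided exact permutation test of this difference gave p = 0.604. With the batch term the sign changed, to -0.32, and on the bright arrays alone it was -0.31 (exact p = 0.455, 10 arrays against 2). The change ran from -0.32 to 0.73 over 17 settings, with adjusted p from 0.0193 to 0.711, and passed in 1, where the array medians were aligned in place of quantile normalization.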

As mentioned previously, the FDR for the gene expression analysis was less than 0.001, meaning that one out of every thousand genes would have potential to be falsely regulated. Both low signal intensities and background noise contribute to the detection of false positives in microarray data [37], and one or both issues could have occurred to produce the false positive in the present case. CD74 however, is clearly significantly upregulated in both age comparison groups, regardless of irradiation status.

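In O vs A, Cd74 rose on the arrays to 13.75 ± 0.37 (SD, n = 9) in O, a log2 fold change of 0.59 (SE 0.20, limma adjusted p = 0.0948, higher than the A mean on all 9 O arrays). By a two-sided exact permutation test p was 0.0258, 0.0468 after adjustment over 20 tests. The change was 0.58 on the dim arrays (exact p = 0.0437, adjusted 0.136) and 0.60 on the 2 bright arrays of each age. Over 18 settings it stayed between 0.50 and 0.61 and passed limma's threshold in 1. OP was at 14.17 ± 0.19 (SD, n = 10), and in OP vs AP the log2 fold change was 0.87 (SE 0.19, adjusted p = 3.7e-04, higher on all 10 OP arrays), which passed in 16 of 17 settings. Signals this high may be saturated, which was not tested. The other Cd74 probes rose by 0.89 and 1.52 in OP vs AP and by 0.58 and 0.66 in O vs A. The largest rise in OP vs AP was on the dimmest probe, ILMN_1247832 (mean 9.83), so the size of the rise depends on the probe.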

**Fig. 7.**
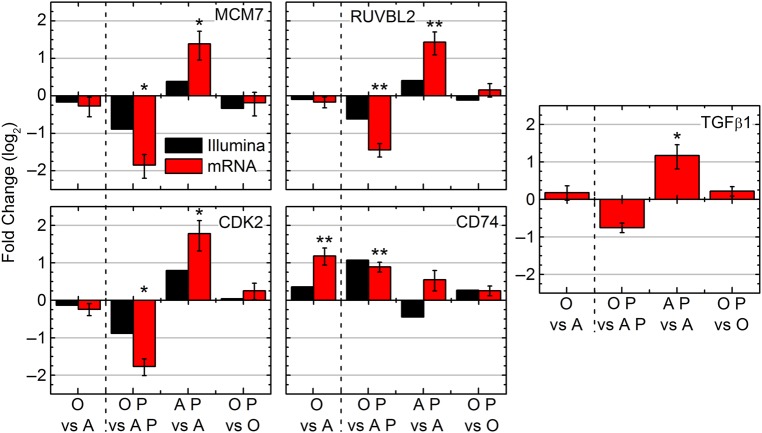
Significant molecular factors involved in the spleen with different age and proton irradiation comparisons (0 Gy adolescent (**A**), 0 Gy old (O), 0.5 Gy x 3 proton adolescent (A P), 0.5 Gy x 3 proton old (O P)). The mRNA expression determined by real-Time PCR (RTPCR) for MCM7, RUVBL2, CDK2, CD74 and TGFβ1 compared with the gene expression observed by Illumina. Log_2_ fold changes for mRNA were determined for each group, *P < 0.05 and **P < 0.01.

Finally, expression levels of TGFβ1 in the spleens were determined. Previously published results demonstrated from transcriptome analysis on the tumor that TGFβ1 was a key molecule involved in the tumor dynamics [10]. Suppression of TGFβ was associated with tumor growth inhibition in proton-irradiated old mice [10]. A similar pattern of splenic mRNA TGFβ1 levels (Fig. 7) was shown compared to MCM7, CDK2, and RUVBL2, with a significant increase for AP vs A and downregulation for OP vs AP.

## DISCUSSION

Age and proton irradiation modulations of the overall tumor-host dynamic have important implications for both proton radiotherapy and galactic space radiation exposure. This analysis studied how the host spleen tissue of tumor-bearing mice reacted to proton whole body irradiation at 3 × 0.5Gy (1 GeV, LET = 0.24 keV/μm; plateau, non-Bragg peak, region) on adolescent and old mice after the establishment of a tumor.

It is well known that damage to radiosensitive organs, like the spleen or bone marrow, leads to immunosuppression [1, 38]. Heterogeneous effects of proton irradiation on splenocyte immune cell populations occur [1] and while there is an overall immune depression, a larger effect on splenic lymphocytes than on splenic monocytes/macrophages and granulocytes is observed [39]. Overall immune system function was affected in this study; however the changes were surprisingly not uniform over all comparisons (Figs 3 and 5). Importantly, it appears that proton irradiation downregulated immune function in adolescents, in agreement with the current knowledge about splenic radiosensitivity. Surprisingly, this modulation was absent for T cells in irradiated old subjects (Figs 3 and 5). This was corroborated by the decrease in immune cell activation in B, T, and NK cells and fewer NK cells (Fig. 5B) macrophages (Fig. 5C), and B cells (Fig. 5B) in AP vs A with limited perturbation in OP vs O for T cell activity (Fig. 5C). When looking at modulation of age, independent of radiation (Fig. 3), it appears that old age caused a general state of increased immune response due to T cell presence and activity (Figs 3 and 5). Thus, old hosts appear generally more immunologically resistant as a function of age.

Another important pattern was the dysregulation found in overall cell cycling and DNA repair (Fig. 3). These functions are downregulated independent of radiation for OP vs AP and O vs A, which is in agreement with the reported overall state of increased cellular senescence due to telomere shortening or increased volume of chronic DNA damage as a function of increasing age [40]. It also agrees with the evidence that DNA repair becomes less efficient due to stressful insults with age [41]. As mentioned above, the OP vs O comparison showed very little genetic dysregulation as a result of radiation, however the AP vs A comparison showed a general upregulation of overall cell cycling and DNA repair. These findings are in agreement with previous work, indicating that an acute dose of protons at 1.0 Gy or 2.0 Gy causes upregulation in multiple DNA repair genes with a proportional degree of increase in expression as a function of increasing dose [42]. Increased DNA synthesis has also been noted in splenic leukocytes following proton irradiation, where Gridley *et al.* hypothesize that this was due to activation of hematopoiesis to compensate for cell loss [43]. It seems likely that the same process is taking place in the adolescent irradiated hosts in this study as well. Although the spleens from old irradiated hosts did not show this, it is postulated that activation of hematopoiesis may have been competing with downregulation of cell cycling and DNA repair as a result of age (as stated above) and manifested in the minimal perturbation observed (Fig. 3).

An overall pattern of inhibited tumor progression was predicted in the spleens from tumor-bearing hosts in all comparisons except for proton irradiated adolescent hosts compared to unirradiated adolescent hosts, which predicts tumor promotion (Figs 4 and 6). These predictions remarkably are in agreement with the previous study only focusing on the tumor from the same mice (10). Tumor progression was inhibited in O vs A, OP vs AP, and even in OP vs O (Fig. 1A, B and D), with each of these comparisons reaching statistical significance. Altogether this would indicate that the tumor and host must be influencing each other on a genetic level. From the spleen transcriptome data increased tumor growth for AP vs A was predicted (Figs 4A and 6E), but in fact there was no difference in growth observed (Fig. 1C). It is hypothesized that the anti-cancer properties specific to proton radiation (anti-angiogenesis, diminished tumor growth, and impaired cell invasion [2, 3]) directly effecting the tumor, must have been counteracting the tumor promoting environment discovered here to generate the observed growth properties.

CD74 was upregulated by age (regardless of the addition of radiation) (Fig. 7) in agreement with the literature [44]. Upregulation of CD74 is also associated with upregulation of inflammation and general immune pathways [29, 30], and this also agrees with the analysis for O vs A and OP vs AP (Fig. 3). 

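Cd74 belongs to a list of 11 MHC class II genes, of which 10 were detected. In O vs A, the median log2 fold change of this list was 0.65 (10 of 10 genes higher, adjusted p = 2.9e-08), and in OP vs AP it was 1.22 (10 of 10 genes higher, adjusted p = 2.6e-09). Averaged on each array, the list rose by 0.66 in O vs A (exact permutation p = 0.0016, adjusted 0.00471, on 9 of 9 O arrays), by 0.63 on the dim arrays and by 0.76 on the bright arrays. In AP vs A its median was -0.16 (2 of 10 genes higher, adjusted p = 0.284), and -0.49 with the batch term, where it passed.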

More work is needed to elaborate CD74's key role in ‘inflammaging’ and its potential role as a buffer to radiation induced immunosuppression noted in older subjects.

The genes *CDK2*, *MCM7* and *RUVBL2* on the other hand, are all involved in DNA repair and cell cycling as mentioned above, and their expression levels were observed to follow the same patterns (upregulated in AP vs A and downregulated in OP vs AP). CDK2 plays a major role in controlling progression of the cell cycle [33], and interestingly has been found to be sensitive to exposure to reactive oxygen species (ROS). In the spleen, ROS has been shown to act at mitogenic stimulators, and result in hyperproliferation through increased CDK2 expression [34]. This mechanism appears to occur in irradiated adolescent hosts when compared to unirradiated adolescent hosts indicated with increased CDK2 expression and increased cell cycling in response to proton radiation (Figs 3 and 7). 

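After protons in adolescent mice, AP vs A, the 6 genes of the MCM complex had a median log2 fold change of 0.50 (5 of 6 genes higher, adjusted p = 0.0762), the S phase list of 0.20 (22 of 35 genes higher, adjusted p = 0.225) and the G2/M phase list of 0.075 (23 of 42 genes higher, adjusted p = 0.743). With the batch term these medians were 0.32, 0.30 and 0.17, and all 3 lists passed camera's threshold. On each array, the mean of the MCM genes rose by 0.45 (exact permutation p = 4.3e-05, adjusted over 44 tests 2.1e-04, on 10 of 10 AP arrays) and that of the S phase list by 0.19 (exact p = 0.0165, adjusted 0.029, on 9 of 10). The G2/M phase list rose by 0.093 (exact p = 0.27). On the bright arrays, 10 against 2, the rises were 0.42, 0.34 and 0.25, with an exact p of 0.0303, 0.0303 and 0.121. Of these lists, the MCM complex and S phase lists hold Mcm7, and neither holds Cdk2.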

Downregulation for OP vs AP was observed as a result of decreased cell cycling (Fig. 3). 

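In OP vs AP, the median log2 fold change was -0.83 (0 of 6 genes higher, adjusted p = 2.9e-06) in the MCM complex, -0.72 (4 of 35 genes higher, adjusted p = 4.2e-13) in the S phase list and -0.70 (0 of 42 genes higher, adjusted p = 7.0e-15) in the G2/M phase list. Averaged on each array, they changed by -0.83, -0.68 and -0.67 (permutation p = 4.0e-05, 4.0e-05 and 4.0e-05), lower than the AP mean on 10, 10 and 10 of 10 OP arrays. All AP and OP arrays are bright. The erythroid markers fell by 0.78 in the same comparison (permutation p = 4.0e-05).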

In combination with the observation of a lack of CDK2 dysregulation for OP vs O, this pattern suggests an overall environment for increased tumor progression for proton irradiated adolescent hosts due to overall increased cell cycling. MCM7 has also been shown to have a strong ability to promote cell cycle progression and with strong involvement in human cancers [45] with overexpression inducing improper DNA synthesis [46]. Finally, numerous studies have shown a critical role of RUVBL2 in controlling cell growth [36] with overexpression responsible for oncogenesis in mixed lineage leukemia and promotion of metastatic disease [35]. Additionally, RUVBL2 responds to ionizing radiation through interaction with the transcriptional regulator ATF2 to increase DNA repair of double stranded-breaks, and to prevent both cell cycle arrest and apoptosis [47], identical to the pattern displayed when comparing proton irradiated adolescent hosts to unirradiated adolescent hosts (Fig. 3). The key genes, CDK2, MCM7, and RUVBL2, have all been observed to have an increased level of expression for adolescent hosts irradiated with protons (Figs 6A and 7), which likely contribute to the picture of an overall environment predisposed to both oncogenesis and tumor promotion (Figs 4A and 6E). All three genes were minimally perturbed by proton radiation in old hosts compared to unirradiated hosts and this is likely responsible for the genotype dysregulation found when comparing OP vs AP. 

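In OP vs O, Mcm7 changed by -0.12 (SE 0.19, limma adjusted p = 0.67), Cdk2 by 0.049 (SE 0.088, adjusted p = 0.711) and Ruvbl2 by 0.054 (SE 0.11, adjusted p = 0.754). With the batch term these were -0.41, -0.19 and -0.13, and on the bright arrays -0.49, -0.15 and -0.10, where 10 against 2 gave an exact p of 0.364, 0.364 and 0.758. None of the 3 genes passed in any of 17 settings. The mean of Mcm7 in OP rests partly on the array of high background signal, without which its change was 0.053. Cd74 changed by 0.42 (SE 0.19, adjusted p = 0.0925; exact permutation p = 0.0074, adjusted 0.0185, higher than the O mean on 10 of 10 OP arrays), and by -0.029 with the batch term. The age by irradiation interaction was set against permutations of the ages within irradiated and within unirradiated arrays. These permutations remove the age difference itself. Their p therefore tests for no age difference at all, and cannot decide whether that difference changed with irradiation. The interaction was -0.70 for Mcm7 (permutation p = 0.0412, adjusted over 5 genes 0.103), -0.47 for Ruvbl2 (p = 0.0209, adjusted 0.103) and -0.16 for Cdk2 (p = 0.246, adjusted 0.308). In limma the SE of these interactions was 0.26, 0.16 and 0.13 (p adjusted over all probes 0.157, 0.127 and 0.500), and none passed.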

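Across the 16109 genes, the log2 fold changes of O vs A and OP vs AP had r = 0.65, against -0.020 in simulated data of the same design without effects, and genes are not independent replicates. Over the 5431 genes past the F-test, the change in OP vs AP was larger than in O vs A by its SD, 0.61 against 0.37, and with the batch term, over the 2173 genes of that fit, the SDs were 0.85 and 0.51. AP vs A and OP vs AP share the AP arrays, and their fold changes had r = -0.37, against -0.49 in the simulated data without effects, and with the batch term -0.57, against -0.35 in simulated data fitted in the same way.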

The addition of radiation to aged hosts causes a larger genetic disparity than the aging of the hosts alone. This is attributed to the overall reduced cell cycling found in old age, and the contrasting ability of adolescent subjects to respond to the radiative insult.

Lastly, expression levels of TGFβ1 in the spleens were determined because of their relevance to the previous study performed directly on the tumor [10]. The TGFβ1 expression pattern in the spleen of tumor-bearing mice closely mirrored that of the recognized key genes (Fig. 7). TGFβ1 is important for maintaining homeostatic control of growth in premalignant and early-stage carcinogenic cells, which allow TGFβ1 to act as a tumor suppressor [48]. TGFβ expression however, has paradoxically been shown to enhance tumor growth for late stage tumors [49]. Tumors used in this study are considered late-stage tumors due to the size at time of harvest. This is not necessarily the effect it would have on the splenic non-cancerous host tissue, and in fact TGFβ should be creating an inhibitory proliferative effect in the AP vs A comparison given its increased level of expression (Fig. 7). Mukherjee *et al.* observed that TGFβ1 has inhibitory effects on both CDK2 and MCM7, causing cell cycle downregulation in early G1 via inhibition of CycE-Cdk2, while TGFβ1 exposure in late G1 causes deactivation of the MCM complex via MCM7, also leading to cell cycle arrest (50). Thus, if TGFβ1 is elevated for proton irradiated adolescent hosts (Fig. 7), then cell cycling (and thus the actions of MCM7 and CDK2) should be diminished, however the genetic dysregulation is instead the opposite (Figs 3 and 7). The key here is that while Mukherjee et. al. first demonstrated the inhibitory effects of TGFβ1 on CDK2 and MCM7, they also showed that overexpression of MCM7 actually abrogates cell cycle arrest by TGFβ1 [50]. Thus, since the key genes of MCM7, CDK2, and RUVBL2 are: (i) indicated as the major players (and the starting point) in the dysregulation caused by the presence of a tumor and proton irradiation in an adolescent host; (ii) are those that ultimately led to a picture of increased cell cycling; and that (iii) TGFβ1 functions to maintain homeostatic control of cell cycling and proliferation; it seems more than likely that TGFβ1 is responding to an increased proliferative picture via a feedback loop inhibition which is abrogated by the high levels of the key genes identified (Fig. 8). It is important to note that TGFβ1 is also known as an immunosuppressive cytokine that has broad inhibitory effects on T-cell proliferation and activation, cytotoxic T lymphocyte cytotoxic program, antigen presentation by antigen presenting cells [51], and overall contributes to the immunological escape of tumor cells [52]. This would also be consistent with the near complete absence of T cell activation in AP vs A (Fig. 5C). Thus, the increased level of TGFβ1 expression found for AP vs A likely contributed to the overall picture of immunosuppression (Figs 3 and 5). Additionally, TGFβ1 contributed to the overall tumor-promoting environment (Figs 4 and 6E) through diminished anti-tumor immune activity, and could act as a side-effect via the postulated feedback loop (Fig. 8) created by the increased level of proliferation in the splenic tissue. Finally, since the tumor growth dynamics (Fig. 1A–D) are consistent with the predicted level of tumor progression or inhibition in the spleen (Figs 4 and 6), it can be hypothesized that the elevated levels of TGFβ1 found in the adolescent irradiated tumor tissue [10] and in the adolescent irradiated spleen (Fig. 7) is due to communication occurring between these tissues (Fig. 8).

**Fig. 8.**
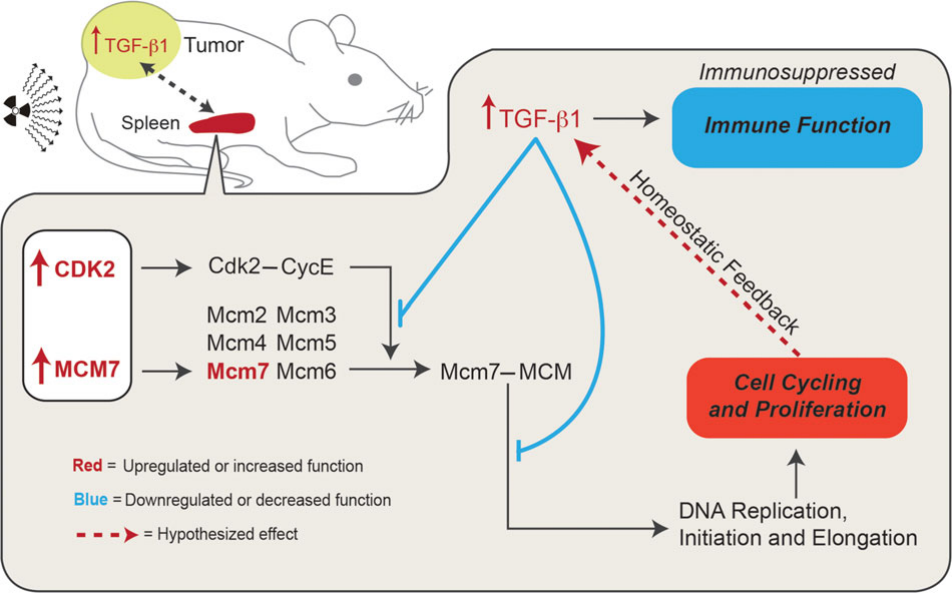
Hypothesized TGFβ1 homeostatic feedback mechanism occurring within the proton-irradiated adolescent (AP) hosts. All genes, functions or interactions that are upregulated are color-coded red, while all functions or interactions which are downregulated or inhibitory are color-coded blue. The hypothesized interactions in the spleen are denoted by a red dotted line. The gray dotted line represents the hypothesized interaction between the spleen and the tumor.

In conclusion, age modulation was found to significantly alter transcriptome expression in a host-tumor system when perturbed by whole body proton irradiation. Older tumor-bearing subjects showed resistance to immunosuppression through T cell functions, which provided global splenic host changes impacting carcinogenesis, and overall genetic differences after proton irradiation. Proton irradiation in adolescent hosts appeared instead to set off a reaction resulting in host cell proliferation, DNA repair, and immunosuppression, all leading to overall splenic signaling predisposed to further carcinogenesis. Future research is needed to determine the threshold age which older subjects acquire resistance to tumor progression. Improved understanding of the risk groups could lead to better estimates for risk of carcinogenesis and help inform age-group based cancer screening for both the space radiation and radiation oncology communities. This study has also suggested a number of key factors that may be indicative of disease state, and requires further study for validation of this association. If this is accomplished, these factors could aid in identification of those with subclinical tumor progression after known proton radiation exposure.

## SUPPLEMENTARY DATA

Supplementary data is available at the *Journal of Radiation Research* online.

## FUNDING

Funding for this work was supported by the National Aeronautics and Space Administration under NSCOR Grant Nos NNJ06HA28G and NNX11AK26G issued through the Human Research Program to LH and by Award Number U54CA149233 from the National Cancer Institute, to LH. Funding to pay the Open Access publication charges for this article was provided by The Cancer Research Innovation Fund at Tufts Medical Center to AME.

## Supplementary Material

Supplementary Data

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue — Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue — Supplementary Data 

# Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue

## Supplementary Data

Supplementary Data

- Supplementary Figure 1 - docx file
- Supplementary Table 1 - doc file
- Supplementary Table 2 - doc file
- Supplementary Table 3 - doc file
- Supplementary Table 4 - doc file
- Supplementary Table 5 - doc file
- Supplementary Table 6 - doc file
- Supplementary Table 7 - doc file
- Supplementary Table 8 - doc file

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043

**Supplemental Figure Captions**

**Supplemental Figure 1.** Schematic of the mice that received whole-body proton irradiation, with the location of the tumor growth.

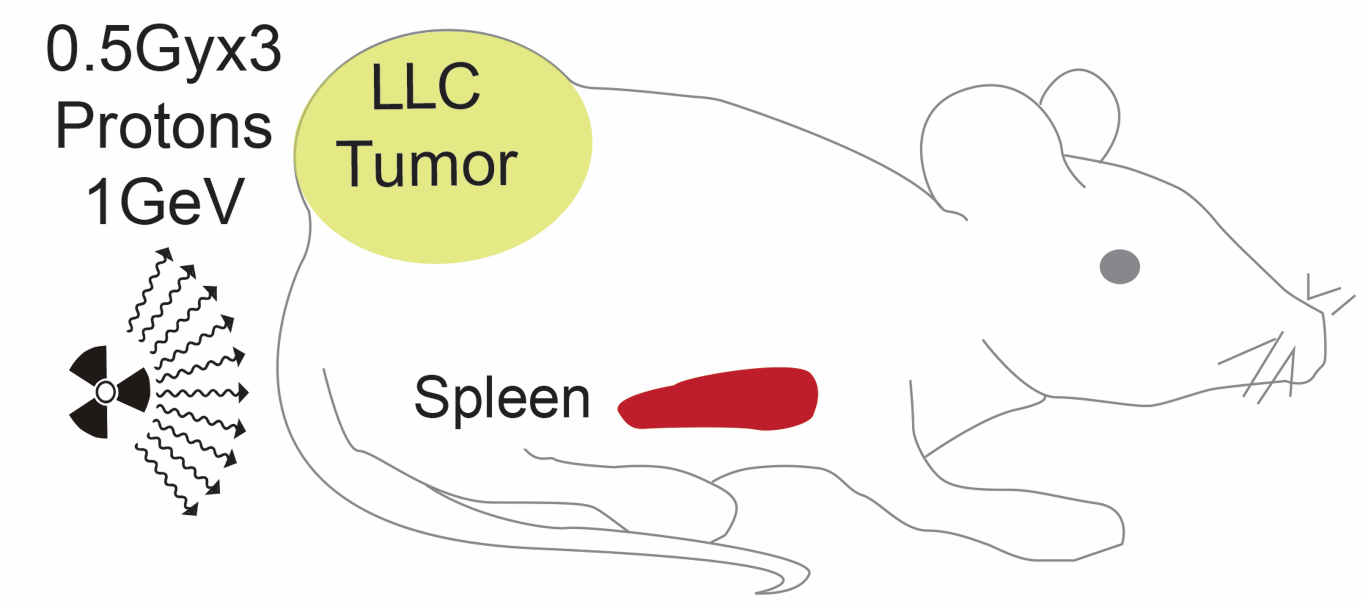

**Supplement:** Supplementary Data

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

**Supplemental Table 1.** Gene Set Enrichment Analysis (GSEA) for GO gene sets in the spleen with different age and proton irradiation comparisons (0Gy Adolescent (A), 0Gy Old (O), 0.5Gyx3 Proton Adolescent (A P), 0.5Gyx3 Proton Old (O P)). Leading edge analysis with a FDR < 0.05 determined significant gene sets enriched for each group. The normalized enrichment score (NES) indicates whether the gene set is up- (>0) or down-regulated (<0) for each group determined with the # of leading edge genes (appears in parenthesis).

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

**Supplemental Table 2.** Biofunctions predicted to be activated or inhibited in the spleen with different age and proton irradiation comparisons (0Gy Adolescent (A), 0Gy Old (O), 0.5Gyx3 Proton Adolescent (A P), 0.5Gyx3 Proton Old (O P)) obtained through the use of Ingenuity Pathway Analysis (IPA) software. The predicted activation state of each of these functions is predicted to be increased (z-score ≥ 2) or decrease (z-score ≤ -2) by the use of the regulation z-score which indicates the degree of biofunction activity. The values in parenthesis indicate the number of genes IPA used in the prediction.

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

**Supplemental Table 3.** Upstream regulators predicted to be activated or inhibited (as indicated by the activation z-score) in the spleen with different age and proton irradiation comparisons (0Gy Adolescent (A), 0Gy Old (O), 0.5Gyx3 Proton Adolescent (A P), 0.5Gyx3 Proton Old (O P)) obtained through the use of Ingenuity Pathway Analysis (IPA) software. Regulation z-score indicates the degree of inhibition (for negative values) or activation (for positive values). The third column denotes the effects the upstream regulators have on tumor progression based on the literature (reference in parenthesis). Upstream regulators which were not determined to have any effects on tumor progression are denoted by N.D.

1. Nakaji, M, Yano, Y, Ninomiya, T, et al. IFN-alpha prevents the growth of pre-neoplastic lesions and inhibits the development of hepatocellular carcinoma in the rat. *Carcinogenesis* 2004;**25**:389-97.

2. Bhattacharya, S, HuangFu, WC, Dong, G, et al. Anti-tumorigenic effects of Type 1 interferon are subdued by integrated stress responses. *Oncogene* 2013;**32**:4214-21.

3. Wood, KJ, Feng, G, Wei, B, et al. Interferon gamma: friend or foe? *Transplantation* 2007;**84**:S4-5.

4. Miller, DM, Thomas, SD, Islam, A, et al. c-Myc and cancer metabolism. *Clin Cancer Res* 2012;**18**:5546-53.

5. Iritani, BM, Eisenman, RN. c-Myc enhances protein synthesis and cell size during B lymphocyte development. *Proc Natl Acad Sci U S A* 1999;**96**:13180-5.

6. Mirzayans, R, Andrais, B, Hansen, G, et al. Role of p16(INK4A) in Replicative Senescence and DNA Damage-Induced Premature Senescence in p53-Deficient Human Cells. *Biochem Res Int* 2012;**2012**:951574.

7. Giacinti, C, Giordano, A. RB and cell cycle progression. *Oncogene* 2006;**25**:5220-7.

8. Wang, B, Lindley, LE, Fernandez-Vega, V, et al. The T box transcription factor TBX2 promotes epithelial-mesenchymal transition and invasion of normal and malignant breast epithelial cells. *PLoS One* 2012;**7**:e41355.

9. Elton, TS, Selemon, H, Elton, SM, et al. Regulation of the MIR155 host gene in physiological and pathological processes. *Gene* 2012.

10. Horowitz, NA, Blevins, EA, Miller, WM, et al. Thrombomodulin is a determinant of metastasis through a mechanism linked to the thrombin binding domain but not the lectin-like domain. *Blood* 2011;**118**:2889-95.

11. Fei, P, Wang, W, Kim, SH, et al. Bnip3L is induced by p53 under hypoxia, and its knockdown promotes tumor growth. *Cancer Cell* 2004;**6**:597-609.

12. Korkaya, H, Kim, GI, Davis, A, et al. Activation of an IL6 inflammatory loop mediates trastuzumab resistance in HER2+ breast cancer by expanding the cancer stem cell population. *Mol Cell* 2012;**47**:570-84.

13. Hayami, S, Yoshimatsu, M, Veerakumarasivam, A, et al. Overexpression of the JmjC histone demethylase KDM5B in human carcinogenesis: involvement in the proliferation of cancer cells through the E2F/RB pathway. *Mol Cancer* 2010;**9**:59.

14. Cellot, S, Hope, KJ, Chagraoui, J, et al. RNAi screen identifies Jarid1b as a major regulator of mouse HSC activity. *Blood* 2013;**122**:1545-55.

15. Hamidi, T, Cano, CE, Grasso, D, et al. NUPR1 works against the metabolic stress-induced autophagy-associated cell death in pancreatic cancer cells. *Autophagy* 2013;**9**:95-7.

16. Chinnam, M, Goodrich, DW. RB1, development, and cancer. *Curr Top Dev Biol* 2011;**94**:129-69.

17. Lara, MF, Santos, M, Ruiz, S, et al. p107 acts as a tumor suppressor in pRb-deficient epidermis. *Mol Carcinog* 2008;**47**:105-13.

18. Mocellin, S, Nitti, D. TNF and cancer: the two sides of the coin. *Front Biosci* 2008;**13**:2774-83.

19. Lehmann, BD, Pietenpol, JA. Targeting mutant p53 in human tumors. *J Clin Oncol* 2012;**30**:3648-50.

20. Herfindal, L, Myhren, L, Gjertsen, BT, et al. Functional p53 is required for rapid restoration of daunorubicin-induced lesions of the spleen. *BMC Cancer* 2013;**13**:341.

21. Sharad, S, Srivastava, A, Ravulapalli, S, et al. Prostate cancer gene expression signature of patients with high body mass index. *Prostate Cancer Prostatic Dis* 2011;**14**:22-9.

22. Barcus, CE, Keely, PJ, Eliceiri, KW, et al. Stiff collagen matrices increase tumorigenic prolactin signaling in breast cancer cells. *J Biol Chem* 2013;**288**:12722-32.

23. Horiguchi, K, Yagi, S, Ono, K, et al. Prolactin gene expression in mouse spleen helper T cells. *J Endocrinol* 2004;**183**:639-46.

24. Naujokat, C, Hoffmann, S. Role and function of the 26S proteasome in proliferation and apoptosis. *Lab Invest* 2002;**82**:965-80.

25. Huang, CY, Fong, YC, Lee, CY, et al. CCL5 increases lung cancer migration via PI3K, Akt and NF-kappaB pathways. *Biochem Pharmacol* 2009;**77**:794-803.

26. Kharas, MG, Okabe, R, Ganis, JJ, et al. Constitutively active AKT depletes hematopoietic stem cells and induces leukemia in mice. *Blood* 2010;**115**:1406-15.

27. Overdevest, JB, Knubel, KH, Duex, JE, et al. CD24 expression is important in male urothelial tumorigenesis and metastasis in mice and is androgen regulated. *Proc Natl Acad Sci U S A* 2012;**109**:E3588-96.

28. Huang, L, Zhao, S, Frasor, JM, et al. An integrated bioinformatics approach identifies elevated cyclin E2 expression and E2F activity as distinct features of tamoxifen resistant breast tumors. *PLoS One* 2011;**6**:e22274.

29. Aoki, I, Higuchi, M, Gotoh, Y. NEDDylation controls the target specificity of E2F1 and apoptosis induction. *Oncogene* 2012.

30. Fuchs, M, Gerber, J, Drapkin, R, et al. The p400 complex is an essential E1A transformation target. *Cell* 2001;**106**:297-307.

31. Dicato, M, Plawny, L. Erythropoietin in cancer patients: pros and cons. *Curr Opin Oncol* 2010;**22**:307-11.

32. Zong, Y, Xin, L, Goldstein, AS, et al. ETS family transcription factors collaborate with alternative signaling pathways to induce carcinoma from adult murine prostate cells. *Proc Natl Acad Sci U S A* 2009;**106**:12465-70.

33. Kohno, M, Pouyssegur, J. Targeting the ERK signaling pathway in cancer therapy. *Ann Med* 2006;**38**:200-11.

34. Guihard, S, Clay, D, Cocault, L, et al. The MAPK ERK1 is a negative regulator of the adult steady-state splenic erythropoiesis. *Blood* 2010;**115**:3686-94.

35. Deblois, G, Chahrour, G, Perry, MC, et al. Transcriptional control of the ERBB2 amplicon by ERRalpha and PGC-1beta promotes mammary gland tumorigenesis. *Cancer Res* 2010;**70**:10277-87.

36. Jiang, N, Zhou, LQ, Zhang, XY. Downregulation of the nucleosome-binding protein 1 (NSBP1) gene can inhibit the in vitro and in vivo proliferation of prostate cancer cells. *Asian J Androl* 2010;**12**:709-17.

37. Chariot, A. The NF-kappaB-independent functions of IKK subunits in immunity and cancer. *Trends Cell Biol* 2009;**19**:404-13.

38. Apte, RN, Dotan, S, Elkabets, M, et al. The involvement of IL-1 in tumorigenesis, tumor invasiveness, metastasis and tumor-host interactions. *Cancer Metastasis Rev* 2006;**25**:387-408.

39. Fernandez-Zapico, ME, Lomberk, GA, Tsuji, S, et al. A functional family-wide screening of SP/KLF proteins identifies a subset of suppressors of KRAS-mediated cell growth. *Biochem J* 2011;**435**:529-37.

40. Niture, SK, Jaiswal, AK. Nrf2 protein up-regulates antiapoptotic protein Bcl-2 and prevents cellular apoptosis. *J Biol Chem* 2012;**287**:9873-86.

41. Charafe-Jauffret, E, Ginestier, C, Iovino, F, et al. Breast cancer cell lines contain functional cancer stem cells with metastatic capacity and a distinct molecular signature. *Cancer Res* 2009;**69**:1302-13.

42. Chow, MT, Sceneay, J, Paget, C, et al. NLRP3 suppresses NK cell-mediated responses to carcinogen-induced tumors and metastases. *Cancer Res* 2012;**72**:5721-32.

43. Licciulli, S, Avila, JL, Hanlon, L, et al. Notch1 is required for Kras-induced lung adenocarcinoma and controls tumor cell survival via p53. *Cancer Res* 2013;**73**:5974-84.

44. Radtke, F, Fasnacht, N, Macdonald, HR. Notch signaling in the immune system. *Immunity* 2010;**32**:14-27.

45. Sollazzo, V, Galasso, M, Volinia, S, et al. Prion proteins (PRNP and PRND) are over-expressed in osteosarcoma. *J Orthop Res* 2012;**30**:1004-12.

46. Knobbe, CB, Lapin, V, Suzuki, A, et al. The roles of PTEN in development, physiology and tumorigenesis in mouse models: a tissue-by-tissue survey. *Oncogene* 2008;**27**:5398-415.

47. Romero, OA, Setien, F, John, S, et al. The tumour suppressor and chromatin-remodelling factor BRG1 antagonizes Myc activity and promotes cell differentiation in human cancer. *EMBO Mol Med* 2012;**4**:603-16.

48. Wu, J, Patmore, DM, Jousma, E, et al. EGFR-STAT3 signaling promotes formation of malignant peripheral nerve sheath tumors. *Oncogene* 2013.

49. Hossain, DM, Dos Santos, C, Zhang, Q, et al. Leukemia cell-targeted STAT3 silencing and TLR9 triggering generate systemic antitumor immunity. *Blood* 2014;**123**:15-25.

50. Slyper, M, Shahar, A, Bar-Ziv, A, et al. Control of breast cancer growth and initiation by the stem cell-associated transcription factor TCF3. *Cancer Res* 2012;**72**:5613-24.

51. van der Veer, A, van der Velden, VH, Willemse, ME, et al. Interference with pre-B-cell receptor signaling offers a therapeutic option for TCF3-rearranged childhood acute lymphoblastic leukemia. *Blood Cancer J* 2014;**4**:e181.

52. Johnson, LA, Morgan, RA, Dudley, ME, et al. Gene therapy with human and mouse T-cell receptors mediates cancer regression and targets normal tissues expressing cognate antigen. *Blood* 2009;**114**:535-46.

53. Baek, JY, Morris, SM, Campbell, J, et al. TGF-beta inactivation and TGF-alpha overexpression cooperate in an in vivo mouse model to induce hepatocellular carcinoma that recapitulates molecular features of human liver cancer. *Int J Cancer* 2010;**127**:1060-71.

54. Nguyen, DH, Martinez-Ruiz, H, Barcellos-Hoff, MH. Consequences of epithelial or stromal TGFbeta1 depletion in the mammary gland. *J Mammary Gland Biol Neoplasia* 2011;**16**:147-55.

55. Rakoff-Nahoum, S, Medzhitov, R. Toll-like receptors and cancer. *Nat Rev Cancer* 2009;**9**:57-63.

56. Salaun, B, Coste, I, Rissoan, MC, et al. TLR3 can directly trigger apoptosis in human cancer cells. *J Immunol* 2006;**176**:4894-901.

57. El Andaloussi, A, Sonabend, AM, Han, Y, et al. Stimulation of TLR9 with CpG ODN enhances apoptosis of glioma and prolongs the survival of mice with experimental brain tumors. *Glia* 2006;**54**:526-35.

58. Onji, M, Kanno, A, Saitoh, S, et al. An essential role for the N-terminal fragment of Toll-like receptor 9 in DNA sensing. *Nat Commun* 2013;**4**:1949.

59. Bigarella, CL, Borges, L, Costa, FF, et al. ARHGAP21 modulates FAK activity and impairs glioblastoma cell migration. *Biochim Biophys Acta* 2009;**1793**:806-16.

60. Naor, D, Nedvetzki, S, Golan, I, et al. CD44 in cancer. *Crit Rev Clin Lab Sci* 2002;**39**:527-79.

61. Brideau, G, Makinen, MJ, Elamaa, H, et al. Endostatin overexpression inhibits lymphangiogenesis and lymph node metastasis in mice. *Cancer Res* 2007;**67**:11528-35.

62. Roberti, MP, Arriaga, JM, Bianchini, M, et al. Protein expression changes during human triple negative breast cancer cell line progression to lymph node metastasis in a xenografted model in nude mice. *Cancer Biol Ther* 2012;**13**:1123-40.

63. Hattermann, K, Mentlein, R. An infernal trio: the chemokine CXCL12 and its receptors CXCR4 and CXCR7 in tumor biology. *Ann Anat* 2013;**195**:103-10.

64. Lam, DC, Girard, L, Ramirez, R, et al. Expression of nicotinic acetylcholine receptor subunit genes in non-small-cell lung cancer reveals differences between smokers and nonsmokers. *Cancer Res* 2007;**67**:4638-47.

65. Mori, S, Tran, V, Nishikawa, K, et al. A dominant-negative FGF1 mutant (the R50E mutant) suppresses tumorigenesis and angiogenesis. *PLoS One* 2013;**8**:e57927.

66. Hellebrekers, DM, Lentjes, MH, van den Bosch, SM, et al. GATA4 and GATA5 are potential tumor suppressors and biomarkers in colorectal cancer. *Clin Cancer Res* 2009;**15**:3990-7.

67. Onda, M, Akaishi, J, Asaka, S, et al. Decreased expression of haemoglobin beta (HBB) gene in anaplastic thyroid cancer and recovery of its expression inhibits cell growth. *Br J Cancer* 2005;**92**:2216-24.

68. Chiavarina, B, Whitaker-Menezes, D, Migneco, G, et al. HIF1-alpha functions as a tumor promoter in cancer associated fibroblasts, and as a tumor suppressor in breast cancer cells: Autophagy drives compartment-specific oncogenesis. *Cell Cycle* 2010;**9**:3534-51.

69. Corzo, CA, Condamine, T, Lu, L, et al. HIF-1alpha regulates function and differentiation of myeloid-derived suppressor cells in the tumor microenvironment. *J Exp Med* 2010;**207**:2439-53.

70. Wagner, EF, Nebreda, AR. Signal integration by JNK and p38 MAPK pathways in cancer development. *Nat Rev Cancer* 2009;**9**:537-49.

71. Khaidakov, M, Mehta, JL. Oxidized LDL triggers pro-oncogenic signaling in human breast mammary epithelial cells partly via stimulation of MiR-21. *PLoS One* 2012;**7**:e46973.

72. Qiu, MH, Qian, YM, Zhao, XL, et al. Expression and prognostic significance of MAP4K4 in lung adenocarcinoma. *Pathol Res Pract* 2012;**208**:541-8.

73. Hatakeyama, M. Helicobacter pylori and gastric carcinogenesis. *J Gastroenterol* 2009;**44**:239-48.

74. Lindeman, GJ, Harris, AW, Bath, ML, et al. Overexpressed max is not oncogenic and attenuates myc-induced lymphoproliferation and lymphomagenesis in transgenic mice. *Oncogene* 1995;**10**:1013-7.

75. Casey, SC, Blumberg, B. The steroid and xenobiotic receptor negatively regulates B-1 cell development in the fetal liver. *Mol Endocrinol* 2012;**26**:916-25.

76. McPhillips, F, Mullen, P, MacLeod, KG, et al. Raf-1 is the predominant Raf isoform that mediates growth factor-stimulated growth in ovarian cancer cells. *Carcinogenesis* 2006;**27**:729-39.

77. Meng, Q, Zheng, M, Liu, H, et al. SASH1 regulates proliferation, apoptosis, and invasion of osteosarcoma cell. *Mol Cell Biochem* 2013;**373**:201-10.

78. Coupland, LA, Chong, BH, Parish, CR. Platelets and P-selectin control tumor cell metastasis in an organ-specific manner and independently of NK cells. *Cancer Res* 2012;**72**:4662-71.

79. Yamaoka, T, Fujimoto, M, Ogawa, F, et al. The roles of P- and E-selectins and P-selectin glycoprotein ligand-1 in primary and metastatic mouse melanomas. *J Dermatol Sci* 2011;**64**:99-107.

80. Cook, WD, McCaw, BJ, Herring, C, et al. PU.1 is a suppressor of myeloid leukemia, inactivated in mice by gene deletion and mutation of its DNA binding domain. *Blood* 2004;**104**:3437-44.

81. Yu, J, Ma, X, Cheung, KF, et al. Epigenetic inactivation of T-box transcription factor 5, a novel tumor suppressor gene, is associated with colon cancer. *Oncogene* 2010;**29**:6464-74.

82. Rufini, A, Agostini, M, Grespi, F, et al. p73 in Cancer. *Genes Cancer* 2011;**2**:491-502.

83. Shin, M, Mizokami, A, Kim, J, et al. Exogenous SPARC suppresses proliferation and migration of prostate cancer by interacting with integrin beta1. *Prostate* 2013;**73**:1159-70.

84. Rempel, SA, Hawley, RC, Gutierrez, JA, et al. Splenic and immune alterations of the Sparc-null mouse accompany a lack of immune response. *Genes Immun* 2007;**8**:262-74.

85. Hix, LM, Karavitis, J, Khan, MW, et al. Tumor STAT1 Transcription Factor Activity Enhances Breast Tumor Growth and Immune Suppression Mediated by Myeloid-derived Suppressor Cells. *J Biol Chem* 2013;**288**:11676-88.

86. Mitsuhashi, M, Peel, D, Ziogas, A, et al. Enhanced Expression of Radiation-induced Leukocyte CDKN1A mRNA in Multiple Primary Breast Cancer Patients: Potential New Marker of Cancer Susceptibility. *Biomark Insights* 2009;**4**:201-9.

87. Uemura, Y, Kobayashi, M, Nakata, H, et al. Effects of GM-CSF and M-CSF on tumor progression of lung cancer: roles of MEK1/ERK and AKT/PKB pathways. *Int J Mol Med* 2006;**18**:365-73.

88. Scharenberg, MA, Chiquet-Ehrismann, R, Asparuhova, MB. Megakaryoblastic leukemia protein-1 (MKL1): Increasing evidence for an involvement in cancer progression and metastasis. *Int J Biochem Cell Biol* 2010;**42**:1911-4.

89. Calao, M, Sekyere, EO, Cui, HJ, et al. Direct effects of Bmi1 on p53 protein stability inactivates oncoprotein stress responses in embryonal cancer precursor cells at tumor initiation. *Oncogene* 2013;**32**:3616-26.

90. Sutherland, M, Gill, JH, Loadman, PM, et al. Antitumor Activity of a Duocarmycin Analogue Rationalised to Be Metabolically Activated by Cytochrome P450 1a1 in Human Transitional Cell Carcinoma of the Bladder. *Mol Cancer Ther* 2012.

91. Franco, CA, Blanc, J, Parlakian, A, et al. SRF selectively controls tip cell invasive behavior in angiogenesis. *Development* 2013;**140**:2321-33.

92. Rodrigues-Ferreira, S, Abdelkarim, M, Dillenburg-Pilla, P, et al. Angiotensin II facilitates breast cancer cell migration and metastasis. *PLoS One* 2012;**7**:e35667.

93. Hansson, ML, Behmer, S, Ceder, R, et al. MAML1 acts cooperatively with EGR1 to activate EGR1-regulated promoters: implications for nephrogenesis and the development of renal cancer. *PLoS One* 2012;**7**:e46001.

94. Simson, L, Ellyard, JI, Dent, LA, et al. Regulation of carcinogenesis by IL-5 and CCL11: a potential role for eosinophils in tumor immune surveillance. *J Immunol* 2007;**178**:4222-9.

95. Bouker, KB, Skaar, TC, Riggins, RB, et al. Interferon regulatory factor-1 (IRF-1) exhibits tumor suppressor activities in breast cancer associated with caspase activation and induction of apoptosis. *Carcinogenesis* 2005;**26**:1527-35.

96. Owens, BM, Moore, JW, Kaye, PM. IRF7 regulates TLR2-mediated activation of splenic CD11c(hi) dendritic cells. *PLoS One* 2012;**7**:e41050.

97. Wang, XM, Li, J, Yan, MX, et al. Integrative analyses identify osteopontin, LAMB3 and ITGB1 as critical pro-metastatic genes for lung cancer. *PLoS One* 2013;**8**:e55714.

98. Dabizzi, S, Noci, I, Borri, P, et al. Luteinizing hormone increases human endometrial cancer cells invasiveness through activation of protein kinase A. *Cancer Res* 2003;**63**:4281-6.

99. Chen, P, O'Neal, JF, Ebelt, ND, et al. Jnk2 effects on tumor development, genetic instability and replicative stress in an oncogene-driven mouse mammary tumor model. *PLoS One* 2010;**5**:e10443.

100. Salama, RH, Muramatsu, H, Zou, P, et al. Midkine, a heparin-binding growth factor, produced by the host enhances metastasis of Lewis lung carcinoma cells. *Cancer Lett* 2006;**233**:16-20.

101. Nguyen, MH, Koinuma, J, Ueda, K, et al. Phosphorylation and activation of cell division cycle associated 5 by mitogen-activated protein kinase play a crucial role in human lung carcinogenesis. *Cancer Res* 2010;**70**:5337-47.

102. Yu, W, Lin, Z, Pastor, DM, et al. Genes regulated by Nkx2-3 in sporadic and inflammatory bowel disease-associated colorectal cancer cell lines. *Dig Dis Sci* 2010;**55**:3171-80.

103. Czompoly, T, Labadi, A, Kellermayer, Z, et al. Transcription factor Nkx2-3 controls the vascular identity and lymphocyte homing in the spleen. *J Immunol* 2011;**186**:6981-9.

104. Cheng, J, Ye, H, Liu, Z, et al. Platelet-derived growth factor-BB accelerates prostate cancer growth by promoting the proliferation of mesenchymal stem cells. *J Cell Biochem* 2013.

105. Xue, Y, Lim, S, Yang, Y, et al. PDGF-BB modulates hematopoiesis and tumor angiogenesis by inducing erythropoietin production in stromal cells. *Nat Med* 2012;**18**:100-10.

106. Takahashi, K, Takeda, K, Saiki, I, et al. Functional roles of tumor necrosis factor-related apoptosis-inducing ligand-DR5 interaction in B16F10 cells by activating the nuclear factor-kappaB pathway to induce metastatic potential. *Cancer Sci* 2013;**104**:558-62.

107. Wu, J, Li, J, Salcedo, R, et al. The proinflammatory myeloid cell receptor TREM-1 controls Kupffer cell activation and development of hepatocellular carcinoma. *Cancer Res* 2012;**72**:3977-86.

108. Natividad, KD, Junankar, SR, Mohd Redzwan, N, et al. Interleukin-27 signaling promotes immunity against endogenously arising murine tumors. *PLoS One* 2013;**8**:e57469.

109. Romieu-Mourez, R, Solis, M, Nardin, A, et al. Distinct roles for IFN regulatory factor (IRF)-3 and IRF-7 in the activation of antitumor properties of human macrophages. *Cancer Res* 2006;**66**:10576-85.

110. Sun, X, Qin, S, Fan, C, et al. Let-7: A regulator of the ERalpha signaling pathway in human breast tumors and breast cancer stem cells. *Oncol Rep* 2013.

111. Staehli, F, Ludigs, K, Heinz, LX, et al. NLRC5 deficiency selectively impairs MHC class I- dependent lymphocyte killing by cytotoxic T cells. *J Immunol* 2012;**188**:3820-8.

112. Miyoshi, N, Ishii, H, Mimori, K, et al. TGM2 is a novel marker for prognosis and therapeutic target in colorectal cancer. *Ann Surg Oncol* 2010;**17**:967-72.

113. Peterson, JE, Zurakowski, D, Italiano, JE, Jr., et al. VEGF, PF4 and PDGF are elevated in platelets of colorectal cancer patients. *Angiogenesis* 2012;**15**:265-73.

114. Duan, L, Ye, L, Zhao, G, et al. Serum spleen tyrosine kinase and vascular endothelial growth factor-C levels predict lymph node metastasis of oesophageal squamous cell carcinoma. *Eur J Cardiothorac Surg* 2013;**43**:e58-63.

115. Chakravarty, D, Nair, SS, Santhamma, B, et al. Extranuclear functions of ER impact invasive migration and metastasis by breast cancer cells. *Cancer Res* 2010;**70**:4092-101.

116. Holly, JM, Gunnell, DJ, Davey Smith, G. Growth hormone, IGF-I and cancer. Less intervention to avoid cancer? More intervention to prevent cancer? *J Endocrinol* 1999;**162**:321-30.

117. Steel, JC, Waldmann, TA, Morris, JC. Interleukin-15 biology and its therapeutic implications in cancer. *Trends Pharmacol Sci* 2012;**33**:35-41.

118. Alberti, C, Pinciroli, P, Valeri, B, et al. Ligand-dependent EGFR activation induces the co-expression of IL-6 and PAI-1 via the NFkB pathway in advanced-stage epithelial ovarian cancer. *Oncogene* 2012;**31**:4139-49.

119. Li, H, Sun, L, Tang, Z, et al. Overexpression of TRIM24 correlates with tumor progression in non-small cell lung cancer. *PLoS One* 2012;**7**:e37657.

120. Cao, L, Li, C, Shen, S, et al. OCT4 increases BIRC5 and CCND1 expression and promotes cancer progression in hepatocellular carcinoma. *BMC Cancer* 2013;**13**:82.

121. Marsaud, V, Tchakarska, G, Andrieux, G, et al. Cyclin K and cyclin D1b are oncogenic in myeloma cells. *Mol Cancer* 2010;**9**:103.

122. Nakajima, F, Khanna, A, Xu, G, et al. Immunotherapy with anti-CD3 monoclonal antibodies and recombinant interleukin 2: stimulation of molecular programs of cytotoxic killer cells and induction of tumor regression. *Proc Natl Acad Sci U S A* 1994;**91**:7889-93.

123. Inthal, A, Zeitlhofer, P, Zeginigg, M, et al. CREBBP HAT domain mutations prevail in relapse cases of high hyperdiploid childhood acute lymphoblastic leukemia. *Leukemia* 2012;**26**:1797-803.

124. Jiang, T, Tang, HM, Wu, ZH, et al. Cullin 4B is a novel prognostic marker that correlates with colon cancer progression and pathogenesis. *Med Oncol* 2013;**30**:534.

125. Liu, Z, Liu, JQ, Talebian, F, et al. IL-27 enhances the survival of tumor antigen-specific CD8+ T cells and programs them into IL-10-producing, memory precursor-like effector cells. *Eur J Immunol* 2013;**43**:468-79.

126. Tu, L, Liu, Z, He, X, et al. Over-expression of eukaryotic translation initiation factor 4 gamma 1 correlates with tumor progression and poor prognosis in nasopharyngeal carcinoma. *Mol Cancer* 2010;**9**:78.

127. Xu, N, Jia, D, Chen, W, et al. FoxM1 Is Associated with Poor Prognosis of Non-Small Cell Lung Cancer Patients through Promoting Tumor Metastasis. *PLoS One* 2013;**8**:e59412.

128. Motiwala, T, Kutay, H, Zanesi, N, et al. PTPROt-mediated regulation of p53/Foxm1 suppresses leukemic phenotype in a CLL mouse model. *Leukemia* 2014.

129. Zhang, H, Pan, Y, Zheng, L, et al. FOXO1 inhibits Runx2 transcriptional activity and prostate cancer cell migration and invasion. *Cancer Res* 2011;**71**:3257-67.

130. Khandanpour, C, Phelan, JD, Vassen, L, et al. Growth factor independence 1 antagonizes a p53-induced DNA damage response pathway in lymphoblastic leukemia. *Cancer Cell* 2013;**23**:200-14.

131. Heideman, MR, Wilting, RH, Yanover, E, et al. Dosage-dependent tumor suppression by histone deacetylases 1 and 2 through regulation of c-Myc collaborating genes and p53 function. *Blood* 2013;**121**:2038-50.

132. Cecchi, F, Rabe, DC, Bottaro, DP. Targeting the HGF/Met signaling pathway in cancer therapy. *Expert Opin Ther Targets* 2012;**16**:553-72.

133. Beachy, SH, Onozawa, M, Silverman, D, et al. Isolated Hoxa9 overexpression predisposes to the development of lymphoid but not myeloid leukemia. *Exp Hematol* 2013;**41**:518-29 e5.

134. Zhou, AY, Shen, RR, Kim, E, et al. IKKepsilon-mediated tumorigenesis requires K63-linked polyubiquitination by a cIAP1/cIAP2/TRAF2 E3 ubiquitin ligase complex. *Cell Rep* 2013;**3**:724-33.

135. Kuppala, MB, Syed, SB, Bandaru, S, et al. Immunotherapeutic approach for better management of cancer--role of IL-18. *Asian Pac J Cancer Prev* 2012;**13**:5353-61.

136. Bialkowska, AB, Crisp, M, Bannister, T, et al. Identification of small-molecule inhibitors of the colorectal cancer oncogene Kruppel-like factor 5 expression by ultrahigh-throughput screening. *Mol Cancer Ther* 2011;**10**:2043-51.

137. Taniguchi Ishikawa, E, Chang, KH, Nayak, R, et al. Klf5 controls bone marrow homing of stem cells and progenitors through Rab5-mediated beta1/beta2-integrin trafficking. *Nat Commun* 2013;**4**:1660.

138. Mei, J, Bachoo, R, Zhang, CL. MicroRNA-146a inhibits glioma development by targeting Notch1. *Mol Cell Biol* 2011;**31**:3584-92.

139. Feng, S, Cong, S, Zhang, X, et al. MicroRNA-192 targeting retinoblastoma 1 inhibits cell proliferation and induces cell apoptosis in lung cancer cells. *Nucleic Acids Res* 2011;**39**:6669-78.

140. Veronese, A, Lupini, L, Consiglio, J, et al. Oncogenic role of miR-483-3p at the IGF2/483 locus. *Cancer Res* 2010;**70**:3140-9.

141. Schreiber-Agus, N, Meng, Y, Hoang, T, et al. Role of Mxi1 in ageing organ systems and the regulation of normal and neoplastic growth. *Nature* 1998;**393**:483-7.

142. Adriaenssens, E, Vanhecke, E, Saule, P, et al. Nerve growth factor is a potential therapeutic target in breast cancer. *Cancer Res* 2008;**68**:346-51.

143. Hsu, FM, Zhang, S, Chen, BP. Role of DNA-dependent protein kinase catalytic subunit in cancer development and treatment. *Transl Cancer Res* 2012;**1**:22-34.

144. Indovina, P, Marcelli, E, Casini, N, et al. Emerging roles of RB family: new defense mechanisms against tumor progression. *J Cell Physiol* 2013;**228**:525-35.

145. Ning, X, Sun, S, Zhang, K, et al. S100A6 protein negatively regulates CacyBP/SIP-mediated inhibition of gastric cancer cell proliferation and tumorigenesis. *PLoS One* 2012;**7**:e30185.

146. Dawson, PA, Choyce, A, Chuang, C, et al. Enhanced tumor growth in the NaS1 sulfate transporter null mouse. *Cancer Sci* 2010;**101**:369-73.

147. Modena, P, Lualdi, E, Facchinetti, F, et al. SMARCB1/INI1 tumor suppressor gene is frequently inactivated in epithelioid sarcomas. *Cancer Res* 2005;**65**:4012-9.

148. Noah, TK, Lo, YH, Price, A, et al. SPDEF functions as a colorectal tumor suppressor by inhibiting beta-catenin activity. *Gastroenterology* 2013;**144**:1012-23 e6.

149. Oblak, A, Jerala, R. Toll-like receptor 4 activation in cancer progression and therapy. *Clin Dev Immunol* 2011;**2011**:609579.

150. Graziano, V, De Laurenzi, V. Role of p63 in cancer development. *Biochim Biophys Acta* 2011;**1816**:57-66.

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

**Supplemental Table 4.** Key genes involved in age-dependent spleen changes with proton irradiation. These key genes were determined by finding the common genes in the spleen with different age and proton irradiation comparisons (0Gy Adolescent (A), 0Gy Old (O), 0.5Gyx3 Proton Adolescent (A P), 0.5Gyx3 Proton Old (O P)) that are in common between the significant upstream regulators, the biofunction analysis, Gene Set Enrichment Analysis (GSEA) for GO gene sets with a FDR < 0.05, and genes involved in the top 10 functional annotation clusters in DAVID for each group. The second column denotes the effects these genes have on tumor progression based on the literature. Genes with no reported effects on tumors were identified as Not Determined (ND).

1. Choi, JW, Kim, Y, Lee, JH, et al. CD74 expression is increased in high-grade, invasive urothelial carcinoma of the bladder. *Int J Urol* 2013;**20**:251-5.

2. Fristrup, N, Birkenkamp-Demtroder, K, Reinert, T, et al. Multicenter validation of cyclin D1, MCM7, TRIM29, and UBE2C as prognostic protein markers in non-muscle-invasive bladder cancer. *Am J Pathol* 2013;**182**:339-49.

3. Yan, X, Li, F, Liang, Y, et al. Human Nudel and NudE as regulators of cytoplasmic dynein in poleward protein transport along the mitotic spindle. *Mol Cell Biol* 2003;**23**:1239-50.

4. Galbiatti, AL, Ruiz, MT, Maniglia, JV, et al. Head and neck cancer: genetic polymorphisms and folate metabolism. *Braz J Otorhinolaryngol* 2012;**78**:132-9.

5. Lockwood, WW, Thu, KL, Lin, L, et al. Integrative genomics identified RFC3 as an amplified candidate oncogene in esophageal adenocarcinoma. *Clin Cancer Res* 2012;**18**:1936-46.

6. Kim, HS, Vassilopoulos, A, Wang, RH, et al. SIRT2 maintains genome integrity and suppresses tumorigenesis through regulating APC/C activity. *Cancer Cell* 2011;**20**:487-99.

7. Balasubramanian, MN, Butterworth, EA, Kilberg, MS. Asparagine synthetase: regulation by cell stress and involvement in tumor biology. *Am J Physiol Endocrinol Metab* 2013;**304**:E789-99.

8. Sanchez-Arago, M, Chamorro, M, Cuezva, JM. Selection of cancer cells with repressed mitochondria triggers colon cancer progression. *Carcinogenesis* 2010;**31**:567-76.

9. Davari, P, Hebert, JL, Albertson, DG, et al. Loss of Blm enhances basal cell carcinoma and rhabdomyosarcoma tumorigenesis in Ptch1+/- mice. *Carcinogenesis* 2010;**31**:968-73.

10. Baker, DJ, Dawlaty, MM, Wijshake, T, et al. Increased expression of BubR1 protects against aneuploidy and cancer and extends healthy lifespan. *Nat Cell Biol* 2013;**15**:96-102.

11. Otto, E, McCord, S, Tlsty, TD. Increased incidence of CAD gene amplification in tumorigenic rat lines as an indicator of genomic instability of neoplastic cells. *J Biol Chem* 1989;**264**:3390-6.

12. Kidokoro, T, Tanikawa, C, Furukawa, Y, et al. CDC20, a potential cancer therapeutic target, is negatively regulated by p53. *Oncogene* 2008;**27**:1562-71.

13. Shen, T, Huang, S. The role of Cdc25A in the regulation of cell proliferation and apoptosis. *Anticancer Agents Med Chem* 2012;**12**:631-9.

14. Nguyen, MH, Koinuma, J, Ueda, K, et al. Phosphorylation and activation of cell division cycle associated 5 by mitogen-activated protein kinase play a crucial role in human lung carcinogenesis. *Cancer Res* 2010;**70**:5337-47.

15. Tetsu, O, McCormick, F. Proliferation of cancer cells despite CDK2 inhibition. *Cancer Cell* 2003;**3**:233-45.

16. Lee, YS, Kim, SH, Cho, JA, et al. Introduction of the CIITA gene into tumor cells produces exosomes with enhanced anti-tumor effects. *Exp Mol Med* 2011;**43**:281-90.

17. Hungermann, D, Schmidt, H, Natrajan, R, et al. Influence of whole arm loss of chromosome 16q on gene expression patterns in oestrogen receptor-positive, invasive breast cancer. *J Pathol* 2011;**224**:517-28.

18. Rath, O, Kozielski, F. Kinesins and cancer. *Nat Rev Cancer* 2012;**12**:527-39.

19. Kim, YR, Chung, NG, Kang, MR, et al. Novel somatic frameshift mutations of genes related to cell cycle and DNA damage response in gastric and colorectal cancers with microsatellite instability. *Tumori* 2010;**96**:1004-9.

20. Lyng, H, Brovig, RS, Svendsrud, DH, et al. Gene expressions and copy numbers associated with metastatic phenotypes of uterine cervical cancer. *BMC Genomics* 2006;**7**:268.

21. Yu, L, Liu, S, Guo, W, et al. Upregulation of Mad2 facilitates in vivo and in vitro osteosarcoma progression. *Oncol Rep* 2012;**28**:2170-6.

22. Yang, J, Ramnath, N, Moysich, KB, et al. Prognostic significance of MCM2, Ki-67 and gelsolin in non-small cell lung cancer. *BMC Cancer* 2006;**6**:203.

23. Nodin, B, Fridberg, M, Jonsson, L, et al. High MCM3 expression is an independent biomarker of poor prognosis and correlates with reduced RBM3 expression in a prospective cohort of malignant melanoma. *Diagn Pathol* 2012;**7**:82.

24. Liang, S, He, L, Zhao, X, et al. MicroRNA let-7f inhibits tumor invasion and metastasis by targeting MYH9 in human gastric cancer. *PLoS One* 2011;**6**:e18409.

25. Menke, V, Van Zoest, KP, Moons, LM, et al. Myo9B is associated with an increased risk of Barrett's esophagus and esophageal adenocarcinoma. *Scand J Gastroenterol* 2012;**47**:1422-8.

26. Wu, P, Walker, BA, Brewer, D, et al. A gene expression-based predictor for myeloma patients at high risk of developing bone disease on bisphosphonate treatment. *Clin Cancer Res* 2011;**17**:6347-55.

27. Whiteside, TL, Stanson, J, Shurin, MR, et al. Antigen-processing machinery in human dendritic cells: up-regulation by maturation and down-regulation by tumor cells. *J Immunol* 2004;**173**:1526-34.

28. Bric, A, Miething, C, Bialucha, CU, et al. Functional identification of tumor-suppressor genes through an in vivo RNA interference screen in a mouse lymphoma model. *Cancer Cell* 2009;**16**:324-35.

29. Feng, Y, Lee, N, Fearon, ER. TIP49 regulates beta-catenin-mediated neoplastic transformation and T-cell factor target gene induction via effects on chromatin remodeling. *Cancer Res* 2003;**63**:8726-34.

30. Osaki, H, Walf-Vorderwulbecke, V, Mangolini, M, et al. The AAA+ ATPase RUVBL2 is a critical mediator of MLL-AF9 oncogenesis. *Leukemia* 2013;**27**:1461-8.

31. Gu, Z, Li, Y, Lee, P, et al. Protein arginine methyltransferase 5 functions in opposite ways in the cytoplasm and nucleus of prostate cancer cells. *PLoS One* 2012;**7**:e44033.

32. Carvalho, L, Yu, J, Schwartsmann, G, et al. RNA expression of the molecular signature genes for metastasis in colorectal cancer. *Oncol Rep* 2011;**25**:1321-7.

33. Zhao, C, Yasui, K, Lee, CJ, et al. Elevated expression levels of NCOA3, TOP1, and TFAP2C in breast tumors as predictors of poor prognosis. *Cancer* 2003;**98**:18-23.

34. Park, JS, Kim, HS, Park, MY, et al. Topoisomerase II alpha as a universal tumor antigen: antitumor immunity in murine tumor models and H-2K(b)-restricted T cell epitope. *Cancer Immunol Immunother* 2010;**59**:747-57.

35. Haines, JW, Coster, MR, Adam, J, et al. Xrcc2 modulates spontaneous and radiation-induced tumorigenesis in Apcmin/+ mice. *Mol Cancer Res* 2010;**8**:1227-33.

36. Zhou, LP, Luan, H, Dong, XH, et al. Association between XRCC5, 6 and 7 gene polymorphisms and the risk of breast cancer: a HuGE review and meta-analysis. *Asian Pac J Cancer Prev* 2012;**13**:3637-43.

37. Fremont, S, Gerard, A, Galloux, M, et al. Beclin-1 is required for chromosome congression and proper outer kinetochore assembly. *EMBO Rep* 2013;**14**:364-72.

38. Urbanucci, A, Sahu, B, Seppala, J, et al. Overexpression of androgen receptor enhances the binding of the receptor to the chromatin in prostate cancer. *Oncogene* 2012;**31**:2153-63.

39. Alhopuro, P, Phichith, D, Tuupanen, S, et al. Unregulated smooth-muscle myosin in human intestinal neoplasia. *Proc Natl Acad Sci U S A* 2008;**105**:5513-8.

40. Hovanessian, AG, Soundaramourty, C, El Khoury, D, et al. Surface expressed nucleolin is constantly induced in tumor cells to mediate calcium-dependent ligand internalization. *PLoS One* 2010;**5**:e15787.

41. Nagathihalli, NS, Nagaraju, G. RAD51 as a potential biomarker and therapeutic target for pancreatic cancer. *Biochim Biophys Acta* 2011;**1816**:209-18.

42. Ghosh, JC, Dohi, T, Kang, BH, et al. Hsp60 regulation of tumor cell apoptosis. *J Biol Chem* 2008;**283**:5188-94.

43. Liu, Y, Carlsson, R, Ambjorn, M, et al. PD-L1 expression by neurons nearby tumors indicates better prognosis in glioblastoma patients. *J Neurosci* 2013;**33**:14231-45.

44. Natividad, KD, Junankar, SR, Mohd Redzwan, N, et al. Interleukin-27 signaling promotes immunity against endogenously arising murine tumors. *PLoS One* 2013;**8**:e57469.

45. Woo, SR, Turnis, ME, Goldberg, MV, et al. Immune inhibitory molecules LAG-3 and PD-1 synergistically regulate T-cell function to promote tumoral immune escape. *Cancer Res* 2012;**72**:917-27.

46. Jensen, SM, Maston, LD, Gough, MJ, et al. Signaling through OX40 enhances antitumor immunity. *Semin Oncol* 2010;**37**:524-32.

47. Ice, RJ, McLaughlin, SL, Livengood, RH, et al. "NEDD9 depletion destabilizes Aurora A kinase and heightens the efficacy of Aurora A inhibitors: implications for treatment of metastatic solid tumors.". *Cancer Res* 2013.

48. Montagnoli, A, Moll, J, Colotta, F. Targeting cell division cycle 7 kinase: a new approach for cancer therapy. *Clin Cancer Res* 2010;**16**:4503-8.

49. Tho, LM, Libertini, S, Rampling, R, et al. Chk1 is essential for chemical carcinogen-induced mouse skin tumorigenesis. *Oncogene* 2012;**31**:1366-75.

50. Li, G, Cai, M, Fu, D, et al. Heat shock protein 90B1 plays an oncogenic role and is a target of microRNA-223 in human osteosarcoma. *Cell Physiol Biochem* 2012;**30**:1481-90.

51. Nakamura, Y, Tanaka, F, Haraguchi, N, et al. Clinicopathological and biological significance of mitotic centromere-associated kinesin overexpression in human gastric cancer. *Br J Cancer* 2007;**97**:543-9.

52. Bernstein, SH, Venkatesh, S, Li, M, et al. The mitochondrial ATP-dependent Lon protease: a novel target in lymphoma death mediated by the synthetic triterpenoid CDDO and its derivatives. *Blood* 2012;**119**:3321-9.

53. Hu, B, Elinav, E, Huber, S, et al. Inflammation-induced tumorigenesis in the colon is regulated by caspase-1 and NLRC4. *Proc Natl Acad Sci U S A* 2010;**107**:21635-40.

54. Skotheim, RI, Autio, R, Lind, GE, et al. Novel genomic aberrations in testicular germ cell tumors by array-CGH, and associated gene expression changes. *Cell Oncol* 2006;**28**:315-26.

55. Kretschmer, C, Sterner-Kock, A, Siedentopf, F, et al. Identification of early molecular markers for breast cancer. *Mol Cancer* 2011;**10**:15.

56. Kuznetsov, SG, Haines, DC, Martin, BK, et al. Loss of Rad51c leads to embryonic lethality and modulation of Trp53-dependent tumorigenesis in mice. *Cancer Res* 2009;**69**:863-72.

57. Su, Y, Meador, JA, Calaf, GM, et al. Human RecQL4 helicase plays critical roles in prostate carcinogenesis. *Cancer Res* 2010;**70**:9207-17.

58. Partanen, JI, Tervonen, TA, Myllynen, M, et al. Tumor suppressor function of Liver kinase B1 (Lkb1) is linked to regulation of epithelial integrity. *Proc Natl Acad Sci U S A* 2012;**109**:E388-97.

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

Proton Irradiated Adolescent Compared to Adolescent Non-irradiated Spleens

| **Annotation Cluster** | **Enrichment Score** | **DAVID Annotation Terms** |
| --- | --- | --- |
| 1 | 7.66 | Mitosis, nuclear division, organelle fission |
| 2 | 5.36 | Adenyl nucleotide binding, purine nucleoside binding, nucleoside binding |
| 3 | 5.15 | Antigen processing and presentation of exogenous peptide antigen via MHC class II, antigen processing and presentation of peptide antigen via MHC class II, antigen processing and presentation of peptide or polysaccharide antigen via MHC class II |
| 4 | 3.70 | Class II histocompatibility antigen, MHC class II protein complex, MHC II |
| 5 | 3.60 | RNA transport, establishment of RNA localization, nucleic acid transport, nucleobase (nucleoside) nucleotide and nucleic acid transport |
| 6 | 3.41 | IGc1, immunoglobulin C1-set, immunoglobulin/major histocompatibility complex (conserved site) |
| 7 | 3.15 | Sm, like-Sm ribonucleoprotein eukaryotic and archaea-type (core), like-Sm ribonucleoprotein (core) |
| 8 | 3.09 | Proteasome beta-type subunit (conserved site), proteasome alpha and beta subunits, proteasome subunit alpha/beta, proteasome core complex, threonine-type peptidase activity, threonine-type endopeptidase activity, threonine protease |
| 9 | 2.63 | MHC protein complex, Graft-versus-host disease, type 1 diabetes mellitus |
| 10 | 2.25 | Stress fiber, actin filament bundle, actomyosin |

**Supplemental Table 5.** The top 10 functional annotation clusters determined from key genes for proton irradiated adolescent and non-irradiated adolescent spleens compared to all other groups. This was determined through DAVID Gene Functional Classification Tool. The enrichment scores were determined by DAVID through the geometric mean of the EASE scores (modified Fisher Exact).

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

Proton Irradiated Old Compared to Proton Irradiated Adolescent Spleens

**Supplemental Table 6.** The top 10 functional annotation clusters determined from key genes for proton irradiated old and proton irradiated adolescent spleens compared to all other groups. This was determined through DAVID Gene Functional Classification Tool. The enrichment scores were determined by DAVID through the geometric mean of the EASE scores (modified Fisher Exact).

# Supplementary material for: Proton irradiation impacts age-driven modulations of cancer progression influenced by immune system transcriptome modifications from splenic tissue
**Source:** J Radiat Res. 2015 Aug 7;56(5):792–803. doi: 10.1093/jrr/rrv043
**Supplement:** Supplementary Data

Proton Irradiated Old Compared to Old Non-irradiated Spleens

How the deposited data were processed for this re-analysis (not part of the article)

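Spleen RNA of 38 male C57BL/6 mice carrying LLC tumors was measured on Illumina Mouse WG-6 bead arrays, with 1 array per spleen and 9 A, 10 AP, 9 O and 10 OP arrays. By the series and sample records, total RNA was amplified with a TotalPrep kit, labeled with biotin, hybridized and scanned on an iScan, and its quality was checked in GenomeStudio. The deposited values are average bead signal intensities on a linear scale, and the header of the table and the values themselves show that the authors did not subtract background or normalize them before deposit. The COMBAT correction, quantile normalization and collapse of probes to genes named in the series record are later steps, and their output is not in the table. Each of the 38 value columns was matched to a group by the age and dose in its name, 0 columns were left unmatched, and 0 pairs of arrays had identical values. The bracketed numbers in the column names are not the replicate numbers of the sample records, so single arrays were not matched to single mice.

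The plan made before the data were examined fixed the comparisons, their tests, the gene lists, the rule for naming genes and most of the alternatives. It assumed detection p-values, which the table lacks. A probe was therefore taken as detected when its signal exceeded the peak of the array's background signals by more than 1.645 SD of that background, and 22454 of 45281 probes were so detected on at least 9 arrays. Signals were corrected with limma's normexp (saddle-point fit, offset 16), quantile normalized over all probes and put on the log2 scale. Each of 16109 genes was represented by its probe with the highest mean over all arrays, and 4444 of them had more than 1 probe to choose from. R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, were used.

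One limma fit with empirical Bayes moderation held all 38 arrays and the 4 groups, and gave the F-test (adjusted p under 0.001), the contrasts AP vs A, OP vs O, O vs A and OP vs AP, and the age by irradiation interaction (adjusted p under 0.05). All tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested. After Fig. 2D, genes past the F-test with at least a 1.2-fold change between group means were also counted, and oppositely regulated genes were counted among these. Group means over the genes past the F-test were clustered by Euclidean distance and average linkage. Single genes and marker lists were also compared by two-sided permutation tests of the difference in means, exact wherever a group had fewer than 10 arrays. For OP vs AP 100000 resamples were drawn, and 4.0e-05 was the lowest p they gave for any gene or list, while the lowest exact p is 4.1e-05 for 9 arrays against 9.

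Gene sets were tested with camera at a preset correlation of 0.01, on 13 mouse Reactome sets that come with fgsea and 11 lists, with adjustment over the 24 sets. The paper's Gene Ontology sets were not at hand. The Reactome sets were Cell Cycle, Mitotic (373 of 412 genes tested), DNA Replication (89 of 100), DNA Repair (116 of 138), mRNA Splicing (112 of 140), Processing of Capped Intron-Containing Pre-mRNA (116 of 145), Translation (117 of 233) and Immune System (720 of 975). The others were Adaptive Immune System (348 of 436), Cytokine Signaling in Immune system (207 of 298), Interferon gamma signaling (81 of 114), Chemokine receptors bind chemokines (38 of 68), TCR signaling (50 of 54) and MHC class II antigen presentation (76 of 82). The lists were the MCM complex (6 of 6), MHC class II genes (10 of 11), the S phase (35 of 43) and G2/M phase (42 of 54) lists of Seurat, and markers of B cells (10 of 12), T cells (11 of 13), NK cells (7 of 10) and macrophages (11 of 13). Markers of neutrophils and granulocytes (11 of 14), erythroid cells (13 of 19) and plasma cells (9 of 13) completed them. Symbols were matched directly for 10055 genes and by synonym for 3022, and 3032 genes had no match and belong to no Reactome set.

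Genes were named by a rule: every key gene of Supplemental Table 4, Tgfb1, the RNAs of the markers of Fig. 5, and in each comparison the 5 called genes with the largest increase and the 5 with the largest decrease. Of these last, the text gives the foremost ones. Results of some single genes, though part of the adjustments over all tests, are not reported here. Any other gene is a member of a marker list or is named with a statement that its values had been seen.

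That plan named as alternatives no background correction, aligned array medians in place of quantile normalization, no filter on dim probes, detection on all arrays, the mean of a gene's probes and every probe on its own. It also held array quality weights, the one-way ANOVA and t-test of the paper's methods, a fit of the compared groups alone, a 1.5-fold minimum, clustering on all genes, and other set tests (estimated correlation, fry and preranked GSEA). Alternatives chosen after seeing the data were a term for array brightness, the bright or the dim arrays alone, an offset of 50, normexp with the mean and SD of the background peak, an empirical Bayes batch step with and without the groups kept, the set tests with the batch term, the t-test without adjustment, and leaving out 1 of a pair of OP arrays. The empirical Bayes batch step was written for this purpose after the published method, since the sva package was not used. It was run on log2 signals without background correction, before quantile normalization. Its settings therefore differ from the reported fit in background correction as well.

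The fit was tested on simulated arrays of the same design, with 200 of 16109 genes changed by 1 on the log2 scale in each comparison. It called 93.5% of them in AP vs A, 92% in OP vs O, 96.5% in O vs A and 97.5% in OP vs AP, with 13, 6, 6 and 10 unchanged genes called. With the batch term it called 83%, 80%, 96% and 97.5%. When only a difference between dim and bright arrays was simulated, 4036 genes were called in AP vs A and 4062 in OP vs O without the batch term, and 0 and 0 in limma with it. Each gene was measured on 9 or 10 arrays per group, and the share of probes detected ran from 35.7% to 49.6% of 45281 over the arrays.

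Tumor volumes, histology, spleen weights, western blots, immunofluorescence and RT-PCR values were not analysed here, since the table holds array signals alone, and the pathway and upstream regulator predictions were not computed, since their knowledge base was not at hand.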

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

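The tests of the interaction against array brightness, of the high background of 1 OP array and of a wrong label on another OP array, and the settings with the batch term, the bright arrays alone or without 1 OP array, were chosen only after the results were seen.

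Single arrays lay far from the rest of their group, by Dixon's ratio of the gap to the range, for 12 of the 112 combinations of group and measure. Chance gives this in about 1 in 20 groups, or 5.6 of 112. No far value was removed from the reported results.

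One OP array had a background peak of 141, against 98.2 to 109 in the other OP arrays (ratio 0.751). The SD of its background was 16.0 (next highest in OP 5.63) and its array weight 0.281 (next lowest in OP 0.527), and 41.0% of its probes were detected. The same array was far below the other OP arrays for Ruvbl2, at 7.95 against 8.62 to 9.24 (ratio 0.525), and far above them for Il2ra, at 7.40 against 4.86 to 5.68 (ratio 0.675). A wrong label was tested by its distance to the group means over 5684 genes. It was nearest to the mean of the other OP arrays, at 52.8, and lay 64.0 from O, 78.5 from A and 90.1 from AP, which argues against an array of another of these groups. Its distance of 52.8 exceeds those of the other OP arrays, which had a median of 25.9 and a highest value of 49.7. Without it the tree of the groups changed, as AP and OP then joined after A and O had joined at 27.4, and the interaction fell from 105 to 53 genes. These values are consistent with a technical fault of the array, such as its high background, as a source of its far values. A poor RNA sample and an unusual mouse remain open, since neither was tested.

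Another OP array was nearer to the mean of AP (37.0) than to that of the other OP arrays (49.7). It was far above the other OP arrays for the macrophage markers, at 1.54 against -0.33 to 0.43 (ratio 0.595), and for Emr1, at 9.38 against 7.19 to 8.23 (ratio 0.525). In AP the macrophage markers ran from -0.31 to 0.14 and Emr1 from 7.01 to 7.91, so these values are not those of an AP array either. Over the 580 genes called in O vs A, a score for old age was 0.18 on this array, against -0.61 to -0.12 on the AP arrays and 0.15 to 0.57 on the other OP arrays, which argues against a label swapped with an AP array. Its erythroid markers (0.32), G2/M phase list (0.22) and T cell markers (-0.50) lay within the AP ranges of 0.14 to 0.81, 0.072 to 0.59 and -1.30 to -0.21. Its plasma cell markers (0.42) lay above the AP range, -0.65 to 0.085. Without this array the interaction rose from 105 to 539 genes, the genes oppositely regulated by radiation from 125 to 225, and the sets past the threshold in OP vs O from 5 to 9. An irradiated old mouse whose spleen responded otherwise and a different sampling of the spleen remain open, and neither was tested.

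One AP array had the lowest median correlation with its group, 0.973 against 0.982 to 0.988 (ratio 0.560), and the lowest Klrb1c, 4.30 against 4.99 to 5.64 (ratio 0.514). Klrb1c was near the lower end of the log2 scale on all AP arrays. In simulated data a log2 change of 1 was measured as 0.57 on average for probes from 20 to under 100 over background. No technical or biological explanation was tested for this array.

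Of the remaining far values, Tgfb1 in OP (10.51 against 9.58 to 10.05, ratio 0.489) and the NK cell markers in OP (1.30 against -0.13 to 0.54, ratio 0.533) were highest on 2 further OP arrays. The erythroid markers in A were lowest on a dim array (-0.16 against 0.060 to 0.21, ratio 0.590), and the macrophage markers in O were highest on a dim array (1.02 against -0.38 to 0.19, ratio 0.588). Neutrophil and granulocyte markers in O were lowest on a bright array (-0.75 against -0.038 to 0.52, ratio 0.560). With 12 far values where chance gives 5.6, any single one of these is within what chance gives, and no explanation was tested for them.

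The response to irradiation differed between the ages in the limma interaction for 105 genes, and in camera's for 14 sets. Of 100 splits in which the ages were exchanged within irradiated and within unirradiated arrays, 2 gave as many genes, the real one included. The other split gave 1337 genes, with 8 dim arrays in A and 6 in O. A count as large is thus rare among these splits, but a far larger one occurred, so chance is not firmly excluded. The exchange also removes the age difference itself, so it cannot test the interaction alone. For the 14 sets, 28 of 100 splits gave as many, so chance cannot be excluded for the count of sets. Array brightness was tested with the batch term, under which all 105 genes were called in the same direction among 232, and 2 of 100 splits gave as many as 232, the other with 1073 genes and 7 dim arrays in each of A and O, so a split as large need not be uneven in brightness. A and O have equal numbers of dim arrays, so the batch term leaves the interaction as it is, and this test cannot decide on brightness. With aligned array medians the directions turned, from 81 positive and 24 negative to 2 and 19. The gene count rests on few arrays, with 53 genes without the OP array of high background and 539 without the OP array nearest to AP. The bright arrays alone leave 2 A and 2 O arrays, and there limma called 0 genes (1136 at an unadjusted p under 0.05). On all 38 arrays, camera with estimated correlation called 0 sets (4 at an unadjusted p under 0.05). For the single Fig. 7 genes, Fig. 5 markers and lists, no permutation test of the interaction passed after adjustment. Those permutations exchange the ages and so remove the age difference too, which leaves the interaction undecided. A response that depends on age remains open as a biological explanation. It cannot be told apart here from a batch effect that differs between the ages, since only 2 bright arrays remain per unirradiated group. Nor can it be told apart from a response that depends on the source of the mice, which differed between the ages.

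Among genes outside those the paper discusses, 3 had the largest increases. Stat5a rose by 1.77 in AP vs A (limma adjusted p = 3.3e-09, SE 0.17) and passed in all 16 alternatives, with changes from 0.61 to 2.33. LOC100047132 rose by 2.31 in OP vs O (SE 0.34, limma adjusted p = 6.1e-06) and passed in 14 of 16 alternatives, from 0.97 to 2.53, but not on the bright arrays alone or after the empirical Bayes step without the groups. LOC384415 rose by 4.25 in O vs A (SE 0.44, limma adjusted p = 2.4e-08), from 2.89 to 4.48 over 16 alternatives, and failed only on the bright arrays, 2 against 2. In OP vs AP it rose by 3.13 (SE 0.42, limma adjusted p = 8.1e-07) and passed in all 16. Array brightness is argued against as the whole cause for Stat5a and LOC100047132, which changed by 1.58 and 2.12 with the batch term and passed. Sequence variants under a probe and cross-hybridization of related transcripts were not tested, since the table gives no probe sequences. Both remain open beside an effect of irradiation or age. For LOC384415 the source of the mice, which differed between the ages, remains open as well.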

How the results depend on the processing

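The tests with the batch term, the bright or the dim arrays alone, the empirical Bayes steps, an offset of 50, normexp from the background peak, the unadjusted t-test and without 1 of a pair of OP arrays were chosen only after the data were seen. For each result below that moved or reversed, the cause was not tested, unless the construction of the setting is named as the cause.

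Over the results and alternatives counted here, which leave out the AP vs A total on the bright arrays alone (90 upregulated and 62 downregulated genes, beyond the limit too), counts and sizes stayed within their limits (1.5 times the reported count, 1 SD of a size) in 333 cases and moved beyond them in 112. Single genes kept direction and side of the threshold in 1226 cases, lost the threshold in 91, gained it in 18 and reversed in 64. Sets and lists kept both in 665 cases, gained the threshold in 2, reversed in 3 and lost the threshold in the rest. OP vs AP stayed within 1.5 times its 5560 genes in all 18 alternatives (4619 to 7932). The F-test did so in 13 of 17 (740 to 7146), OP vs O in 14 of 18 (9 to 6805), O vs A in 13 of 19 (0 in limma on the bright arrays, to 2313) and the interaction in 6 of 15 (0 in limma on the bright arrays, to 1811). For AP vs A, upregulated genes stayed within it in 14 of 18 (90 to 7708) and downregulated genes in 14 of 18 (62 to 3615). The genes past the F-test with a fold change did so in 12 of 16 alternatives for AP vs A, 11 for OP vs O, 10 for O vs A and 12 for OP vs AP, and the oppositely regulated genes in 9 by radiation and 6 by age. Of the 65 calls on sets, 56 were kept in the same direction by fry, 65 by preranked GSEA, 62 with the batch term and 10 with the estimated correlation. The 60 key genes called in OP vs AP stayed between 55 and 60 in 14 alternatives.

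Under the batch term there were 2173 genes past the F-test, 1025 genes called in AP vs A, 72 in OP vs O and 232 in the interaction, and 538 upregulated and 487 downregulated in AP vs A. It also gave 1439 genes past the F-test and the fold change in AP vs A, 749 in OP vs O and 2131 in OP vs AP, 16 genes regulated oppositely by age, and a first join of the groups at 14.9. Under the same term there were 11 gene sets in AP vs A, 13 key genes in AP vs A and 1 in OP vs O, and 5 of the 20 comparisons of Fig. 7 genes past the threshold. Signs reversed with it in AP vs A, to -0.024 for Cdk2, -0.32 for Cd74, -0.65 for Cd3g, -0.062 for Klrb1c, -0.34 for Ly6a and 0.39 for F830002E14Rik. They also reversed in OP vs O, to -0.19 for Cdk2, -0.13 for Ruvbl2, -0.029 for Cd74, 0.16 for Tgfb1, 0.20 for Cd3e, -0.15 for Cd3d, -0.071 for Cd3g, 0.098 for Il2ra, -0.34 for Ly6a and 0.16 for mt-Nd5.

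On the bright arrays alone there were 1275 genes past the F-test, 9 genes called in OP vs O, 0 in O vs A and 0 in the interaction, and 90 upregulated and 62 downregulated in AP vs A. These arrays gave 874 genes past the F-test and the fold change in AP vs A, 512 in OP vs O, 694 in O vs A and 1255 in OP vs AP, a first join of the groups at 13.0, and 2 key genes in AP vs A, 0 in OP vs O and 0 in O vs A. They also left 5 of the 20 comparisons of Fig. 7 genes past the threshold. The total called in AP vs A is the sum of these directions, and 3124 genes passed at an unadjusted p under 0.05. The counts of 0 are from limma, with 584 genes in O vs A and 1136 in the interaction at an unadjusted p under 0.05. Only 2 A and 2 O arrays are bright, and these fewer arrays raise every error that involves A or O. On these arrays signs reversed in AP vs A, to -0.063 for Cdk2, -0.31 for Cd74, -0.59 for Cd3g, -0.23 for Klrb1c, -0.51 for Ly6a, 0.30 for F830002E14Rik and -0.040 for macrophage markers. Others reversed in OP vs O, to -0.15 for Cdk2, -0.10 for Ruvbl2, -0.038 for Cd74, 0.20 for Tgfb1, 0.10 for Cd3e, -0.10 for Cd3d, -0.12 for Cd3g, 0.14 for Il2ra, -0.18 for Ly6a, 0.38 for mt-Nd5, -0.15 for B cell markers and -0.060 for MHC class II genes. Others reversed in O vs A, to -0.036 for Klrb1c.

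The empirical Bayes step with the groups kept gave 1811 genes called in the interaction, 1634 genes past the F-test and the fold change in OP vs O and 1058 in O vs A, and 74 genes regulated oppositely by radiation. With it there were 10 genes regulated oppositely by age, an SD of the fold changes of 0.25 in OP vs O, and a first join of the groups at 19.6. Signs reversed under it in AP vs A, to -0.21 for Cd74, -0.57 for Cd3g, -0.039 for Klrb1c and -0.28 for Ly6a. Under it they reversed in OP vs O, to -0.087 for Cdk2, -0.095 for Ruvbl2, 0.093 for Tgfb1, 0.089 for Cd3e, -0.15 for Cd3d, 0.058 for Il2ra and -0.29 for Ly6a.

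Without the groups kept, the step gave 2190 genes past the F-test, 829 genes called in AP vs A, 445 in OP vs O and 344 in the interaction, and 548 upregulated and 281 downregulated in AP vs A. This form also gave 705 genes past the F-test and the fold change in AP vs A, 378 in OP vs O, 826 in O vs A and 1880 in OP vs AP, 63 genes regulated oppositely by radiation, and 3 genes regulated oppositely by age. It gave an SD of the fold changes of 0.25 in AP vs A and 0.20 in OP vs O, a first join of the groups at 9.13, and 3 key genes in AP vs A and 1 in OP vs O. It left 5 of the 20 comparisons of Fig. 7 genes past the threshold. A step without the groups removes part of their differences by construction, since dim arrays occur only in A and O. Both forms of the step also leave out the background correction, which lowers measured changes of dim probes. Their counts and SDs therefore cannot be put down to the batch step alone. Signs reversed in this form in AP vs A, to -0.20 for Cd74, -0.30 for Cd3g, -0.0094 for Klrb1c and -0.18 for Ly6a. In this form they reversed in OP vs O, to -0.034 for Cdk2, -0.12 for Ruvbl2, 0.058 for Tgfb1, 0.0090 for Cd3e, 0.015 for Il2ra and -0.13 for Ly6a.

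Aligning the array medians gave 2928 genes called in OP vs O, 220 in O vs A and 21 in the interaction, 7708 upregulated and 203 downregulated in AP vs A, and 1158 genes past the F-test and the fold change in O vs A. This alignment also gave 123 genes regulated oppositely by age, 7 gene sets in AP vs A and 3 in OP vs O, and 11 key genes in OP vs O and 3 in O vs A. It brings the median change of all genes to 0.39 in AP vs A and 0.17 in OP vs O, from 0.016 and 0.019, so the reversed values in AP vs A lie below the median gene. With aligned medians, signs reversed in AP vs A, to 0.26 for Tgfb1 and 0.13 for Cd3d. With them they reversed in OP vs O, to 0.17 for Mcm7, 0.066 for Tgfb1 and 0.072 for Cd3e.

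Without background correction there were 161 genes called in the interaction, 1192 genes past the F-test and the fold change in O vs A, and 58 genes regulated oppositely by radiation. It left 7 genes regulated oppositely by age. Il2ra changed by 0.0040 in OP vs O under it, the reverse of its sign. Without the filter on dim probes there were 61 genes called in the interaction. The one-way ANOVA with Bonferroni adjustment, a stricter limit by construction, gave 740 genes past the F-test. The t-test with Benjamini-Hochberg adjustment gave 252 genes called in O vs A. A fit of the compared groups alone, with fewer arrays, gave 356 genes called in O vs A. The t-test without adjustment, a looser limit by construction, gave 2313 genes called in O vs A. The dim arrays alone, which are fewer, gave 263 genes called in O vs A. A minimum of 1.5-fold, a stricter limit by construction, left 1830 genes past the F-test and the fold change in AP vs A, 1518 in OP vs O, 412 in O vs A and 1858 in OP vs AP, 3 genes regulated oppositely by radiation, and 0 genes regulated oppositely by age. An offset of 50 left 77 genes regulated oppositely by radiation, and 13 genes regulated oppositely by age. Every probe on its own gave 50 genes regulated oppositely by age. Normexp from the background peak gave 51 genes regulated oppositely by age. Array quality weights gave 65 genes regulated oppositely by age, and 5 gene sets in AP vs A and 3 in OP vs O. Under these weights, signs reversed in OP vs O, to 0.047 for Mcm7 and 0.085 for Klrb1c.

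Without the OP array of high background there were 53 genes called in the interaction, 62 genes regulated oppositely by radiation, and a first join of the groups at 27.4. It left 6 gene sets in AP vs A and 3 in OP vs O. Without it, signs reversed in OP vs O, to 0.053 for Mcm7 and 0.062 for Klrb1c. Without the OP array nearest to AP there were 539 genes called in the interaction, 225 genes regulated oppositely by radiation, and 9 gene sets in OP vs O. Each of these settings differs from the reported fit by 1 array alone.

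Camera with the correlation estimated for each set gave 0 gene sets in AP vs A, 0 in OP vs O, 4 in O vs A, 6 in OP vs AP and 0 in the interaction. At an unadjusted p under 0.05 it called 0 sets in AP vs A, 0 in OP vs O and 4 in the interaction. Preranked GSEA gave 6 gene sets in AP vs A and 13 in OP vs O. With the batch term, camera with estimated correlation gave 0 gene sets in AP vs A, 0 in OP vs O, 3 in O vs A, 5 in OP vs AP and 0 in the interaction. At an unadjusted p under 0.05 it then called 0, 0 and 4 in AP vs A, OP vs O and the interaction. With that term, fry gave 0 gene sets in AP vs A and 0 in OP vs O. At an unadjusted p under 0.05 fry then called 5 and 3. Preranked GSEA with the batch term gave 12 gene sets in AP vs A.

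No paired analysis was possible because the value columns carry no replicate numbers of the labels, and each spleen comes from another mouse. For the same reason the block for replicates was not run, and the block for bead chips was not run since the table names no chip. Signal over background limits the size of a measured change. In simulated data a log2 change of 1 was measured as 0.57 on average for probes from 20 to under 100 over background. The means were 0.86 from 100 to under 500, 0.96 from 500 to under 3000 and 0.93 from 3000 up. Without background correction the 4 means were 0.27, 0.63, 0.88 and 0.92. Changes of dim probes are therefore underestimates, and a list that holds many such probes has a median closer to 0.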

Differences from the paper's values

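The settings with the batch term, the bright arrays alone, an offset of 50, normexp from the background peak, the empirical Bayes steps and without 1 of a pair of OP arrays are tests chosen only after the values were seen. The alternatives set before the data were examined are said to be set beforehand below. In the added settings, the key genes called in the reported fit but no longer called number 27 of 36 in AP vs A and 24 of 25 in OP vs O with the batch term, 34 and 25 on the bright arrays alone, 7 and 7 with the empirical Bayes step that keeps the groups and 33 and 24 with the one that does not. An offset of 50 drops 2 and 1, normexp from the background peak 0 and 0 in limma, and leaving out the OP array nearest to AP 0 and 3.

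The paper's count of genes past the F-test was 2374, and here it was 5431. None of the 9 alternatives set beforehand came within 1.5 times the paper's count. The batch term (2173) and the empirical Bayes step without the groups kept (2190), both chosen after seeing the values, came within it, and drop 27 and 33 of the 36 key genes called in AP vs A.

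For AP vs A, the paper's upregulated and downregulated genes with a 1.2-fold change were 954 and 727, and here 2076 and 2190. Of 8 alternatives set beforehand, the 1.5-fold minimum alone came within 1.5 times the paper's counts (855 and 975). The batch term, chosen after seeing the values, gave 772 and 667 and drops 27 of the 36 key genes called. For OP vs O the paper's counts were 478 upregulated and 541 downregulated, and here 1744 and 2130. Among the 8 set beforehand, the 1.5-fold minimum came within for the upregulated genes (586) and aligned medians for the downregulated genes (387), and no others did. For the upregulated genes the batch term (397) and the empirical Bayes step with the groups kept (660) did so too, both chosen after seeing the values, and they drop 24 and 7 of the 25 key genes called.

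For O vs A the paper's counts were 198 upregulated and 95 downregulated, and here 1080 and 850. None of 8 alternatives set beforehand came within for the upregulated genes, and for the downregulated genes the 1.5-fold minimum alone did (65). No added setting came within either count. For OP vs AP the paper's counts were 760 upregulated and 1048 downregulated, and here 1804 and 1984. Of those set beforehand, the 1.5-fold minimum came within both (983 and 875), aligned medians within the first (624), and no others did. The batch term (1092 and 1039), the empirical Bayes step without the groups kept (1034 and 846) and, for upregulated genes, the bright arrays alone (657), all chosen after seeing the values, came within, and drop 0, 0 and 0 of the 60 key genes called in OP vs AP by limma.

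Genes downregulated in AP vs A and upregulated in OP vs O numbered 115 in the paper and 70 here. Every probe on its own (87) and array quality weights (84) came within, and the other 6 of 8 set beforehand did not. The bright arrays alone (77), normexp from the background peak (81) and leaving out the OP array nearest to AP (121), all chosen after seeing the values, came within, and drop 34, 0 and 0 of the 36 key genes called in AP vs A. The paper's number of genes oppositely regulated in O vs A and OP vs AP was 2, and here it was 33. None of the 8 set beforehand came within, and the empirical Bayes step without the groups kept, chosen after seeing the values, came within at 3 and drops 33 of the 36 key genes called in AP vs A.

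Of the 244 log2 fold changes of key genes in Supplemental Table 4, 61 in each comparison, 56 differed, 20 in AP vs A, 26 in OP vs O, 4 in O vs A and 6 in OP vs AP. The sign differed in 32 of them, 11 in AP vs A and 21 in OP vs O. An alternative set beforehand came within for 34 of the 56, and the batch term, chosen after seeing the values, for 26. For these fold changes, here and below, a value differed when its sign was not the paper's or when it lay more than the gene's residual SD from the paper's value. Otherwise it came within. This is not the limit used for counts. With the batch term, Cdc7 at 0.015 in AP vs A was taken as within, beside 0.13 in the paper. So was Lag3 at -0.52 in OP vs O, beside -0.28 in the paper. The numbers 56, 34 and 26 therefore rest on this limit, which lets values of the same sign lie well apart. Each gene had 6 alternatives set beforehand, except Chek1 with 5 and the Fig. 7 genes with 8, and those not named for a gene did not come within. These leave out every probe on its own, where the Cdk2 probe ILMN_2770759 had 0.82 in AP vs A and -0.86 in OP vs AP, beside 0.79 and -0.89 in the paper and 0.21 and -0.32 here, so the choice of probe closes both gaps.

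No alternative set beforehand came within in AP vs A for these pairs of the paper's value and the one here: -0.45 and 0.13 for Cd74, 0.13 and -0.018 for Cdc7, -1.01 and -0.10 for Hsp90b1, 0.49 and 0.24 for Kars, 0.95 and 0.53 for Kif11 and -0.55 and -0.32 for Myh9. The same holds for the paper's value and the one here of 0.55 and 0.25 for Snrpf and 0.30 and 0.91 for Top2a. Aligned array medians came within in AP vs A for the paper's value and the one here, 0.77 and -0.12 for Asns, 0.32 and -0.026 for Atp5b, 0.55 and -0.22 for Cdc20, 0.79 and 0.21 for Cdk2, 0.39 and -0.043 for Kif2c and 0.56 and -0.15 for Nde1. The same holds for the paper's value and the one here, 0.25 and -0.25 for Nusap1 and 0.43 and -0.25 for Xrcc6. Array quality weights came within in AP vs A for the paper's value and the one here, -0.64 and -0.18 for Ciita. The mean of the gene's probes and array quality weights came within in AP vs A for the paper's value and the one here, 0.22 and -0.079 for Rad51c. Aligned array medians and the mean of the gene's probes came within in AP vs A for the paper's value and the one here, 0.18 and -0.11 for Chek1. No background correction and array quality weights came within in AP vs A for the paper's value and the one here, 0.29 and 0.56 for Lsm3.

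Among settings chosen after seeing the values, the batch term, the bright arrays alone, the empirical Bayes step with the groups kept and the empirical Bayes step without the groups kept came within for Atp5b, Cd74, Chek1, Ciita, Kars and Kif2c in AP vs A, and drop 27, 34, 7 and 33 of the 36 key genes called. For Cdc7, Kif11, Myh9 and Snrpf, the batch term, the bright arrays alone and the empirical Bayes step with the groups kept, chosen after seeing the values, came within and drop 27, 34 and 7 of 36. Chosen after seeing the values as well, the bright arrays alone, the empirical Bayes step with the groups kept and the empirical Bayes step without the groups kept did so for Rad51c and Top2a and drop 34, 7 and 33 of 36. For Asns and Hsp90b1, the batch term and the bright arrays alone, chosen after seeing the values, came within and drop 27 and 34 of 36. Chosen after seeing the values as well, the batch term, the bright arrays alone, the offset of 50, the empirical Bayes step with the groups kept and the empirical Bayes step without the groups kept did so for Lsm3 and drop 27, 34, 2, 7 and 33 of 36. No added setting came within for Cdc20, Cdk2, Nde1, Nusap1 and Xrcc6 in AP vs A.

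No alternative set beforehand came within in OP vs O for these pairs of the paper's value and the one here: 0.0016 and -0.39 for Atp5b, -0.013 and -0.52 for Cdc20, -0.052 and 0.69 for Cdc25a, -0.51 and 0.032 for Hsp90b1, -0.18 and 0.20 for Lsm3 and 0.18 and -0.55 for Nde1. The same holds for the paper's value and the one here of -0.12 and 0.16 for Nme4, -0.0032 and -0.85 for Nusap1, 0.16 and -0.43 for Psmb10, -0.10 and 0.033 for Recql4, -0.039 and 0.19 for Rfc1 and -0.11 and 0.054 for Ruvbl2. The same holds for the paper's value and the one here of -0.025 and 0.45 for Top1 and -0.75 and 0.068 for Top2a. Aligned array medians came within in OP vs O for the paper's value and the one here, 0.24 and -0.15 for Cd274, 0.067 and -0.21 for Kars, 0.080 and -0.087 for Myo9b, 0.0020 and -0.17 for Rfc3, 0.26 and -0.019 for Snrpf and 0.12 and -0.16 for Tnfrsf4. The mean of the gene's probes came within in OP vs O for the paper's value and the one here, 0.12 and -0.34 for Il27ra, -0.13 and 0.0023 for Mad2l1 and -0.069 and 0.013 for Ruvbl1. Aligned array medians and the mean of the gene's probes came within in OP vs O for the paper's value and the one here, -0.21 and -0.47 for Xrcc6. No background correction and the mean of the gene's probes came within in OP vs O for the paper's value and the one here, -0.044 and -0.38 for Chek1. No background correction and aligned array medians came within in OP vs O for the paper's value and the one here, -0.28 and -0.82 for Lag3.

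Among settings chosen after seeing the values, the batch term, the bright arrays alone, the empirical Bayes step with the groups kept and the empirical Bayes step without the groups kept came within for Cd274, Hsp90b1, Lsm3, Myo9b, Ruvbl2 and Xrcc6 in OP vs O, and drop 24, 25, 7 and 24 of the 25 key genes called. For Atp5b, Kars and Snrpf, the batch term, the bright arrays alone and the empirical Bayes step with the groups kept, chosen after seeing the values, came within and drop 24, 25 and 7 of 25. Chosen after seeing the values as well, the empirical Bayes step without the groups kept did so for Cdc20, Nme4 and Top1 and drops 24 of 25. For Psmb10 and Rfc1, the bright arrays alone, chosen after seeing the values, came within and drop 25 of 25. Chosen after seeing the values as well, the batch term, the bright arrays alone, the empirical Bayes step with the groups kept, the empirical Bayes step without the groups kept and leaving out the OP array nearest to AP did so for Mad2l1 and Recql4 and drop 24, 25, 7, 24 and 3 of 25. For Chek1, the batch term, the offset of 50, the empirical Bayes step with the groups kept and the empirical Bayes step without the groups kept, chosen after seeing the values, came within and drop 24, 1, 7 and 24 of 25. Chosen after seeing the values as well, the batch term, the bright arrays alone, the offset of 50, the empirical Bayes step with the groups kept, the empirical Bayes step without the groups kept and leaving out the OP array nearest to AP did so for Lag3 and drop 24, 25, 1, 7, 24 and 3 of 25. For Ruvbl1, the empirical Bayes step without the groups kept and leaving out the OP array nearest to AP, chosen after seeing the values, came within and drop 24 and 3 of 25. No added setting came within for Cdc25a, Il27ra, Nde1, Nusap1, Rfc3, Tnfrsf4 and Top2a in OP vs O.

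No background correction came within in O vs A for the paper's value and the one here, 0.66 and 1.26 for Lag3 and 0.39 and 0.91 for Tnfrsf4. No background correction and aligned array medians came within in O vs A for the paper's value and the one here, -0.066 and -0.44 for Chek1. No background correction, aligned array medians and the mean of the gene's probes came within in O vs A for the paper's value and the one here, -0.27 and -0.78 for Cdc25a.

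Among settings chosen after seeing the values, the bright arrays alone, the offset of 50, the empirical Bayes step with the groups kept and the empirical Bayes step without the groups kept came within for Cdc25a, Chek1, Lag3 and Tnfrsf4 in O vs A, and drop 8, 0, 1 and 0 of the 8 key genes called.

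Aligned array medians came within in OP vs AP for the paper's value and the one here, -1.73 and -1.23 for Asns and -0.89 and -0.32 for Cdk2. Aligned array medians and the mean of the gene's probes came within in OP vs AP for the paper's value and the one here, -0.91 and -0.64 for Cdc20 and -0.77 and -0.42 for Xrcc6. The mean of the gene's probes and array quality weights came within in OP vs AP for the paper's value and the one here, -0.29 and -0.81 for Nusap1. No background correction came within in OP vs AP for the paper's value and the one here, -0.29 and -0.71 for Chek1.

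Among settings chosen after seeing the values, the offset of 50, the empirical Bayes step with the groups kept and the empirical Bayes step without the groups kept came within for Chek1 in OP vs AP, and drop 0, 0 and 0 of the 60 key genes called. For Nusap1, the empirical Bayes step without the groups kept, chosen after seeing the values, came within and drops 0 of 60. Chosen after seeing the values as well, normexp from the background peak and leaving out the OP array nearest to AP did so for Asns and drop 0 and 1 of 60. For Cdc20, leaving out the OP array nearest to AP, chosen after seeing the values, came within and drops 1 of 60. No added setting came within for Cdk2 and Xrcc6 in OP vs AP.

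Other statements differ in gene, ranking or direction. The paper states an overall upregulation in AP vs A, and here 2076 genes were upregulated and 2190 downregulated at 1.2-fold, although 2894 against 2750 passed the contrast, and with the batch term, chosen after seeing the values, 772 were upregulated and 667 downregulated. It ranks AP vs A first in variability, and here the SD was 0.61 in OP vs AP and 0.56 in AP vs A. It gives the greatest difference as that between AP and A, and here the distance of group means was 41.5 for A and AP, 45.1 for AP and OP and 53.8 for O and AP. The paper has DNA repair upregulated in AP vs A, and here DNA Repair had an adjusted p of 0.946 and passed only with aligned medians, where its adjusted p was 0.0101 (range over all alternatives 0.0101 to 0.993). It has the mitotic cell cycle upregulated in AP vs A, and here Cell Cycle, Mitotic had an adjusted p of 0.0762. Cell Cycle, Mitotic passed in 2 alternatives set beforehand, preranked GSEA and aligned medians, and in 3 chosen after seeing the values, the batch term, preranked GSEA with it, and leaving out the OP array of high background, which drop 27, 27 and 0 of the 36 key genes called. The paper has immune response and cytokine functions downregulated in AP vs A, and here Immune System (adjusted p = 0.743), Adaptive Immune System (0.743) and Cytokine Signaling in Immune system (0.743) did not pass. Immune System and Adaptive Immune System passed as downregulated in preranked GSEA with the batch term, chosen after seeing the values, whose fit drops 27 of the 36 key genes called. Cytokine Signaling in Immune system passed in no setting. The paper has Cdk2 upregulated in AP vs A, and here its limma adjusted p was 0.0603, with a pass in 7 of 17 settings, among them no background correction, aligned medians, detection on all arrays, the mean of its probes, array quality weights and the t-test with Benjamini-Hochberg adjustment, and an offset of 50, chosen after seeing the values, which drops 2 of the 36 key genes. Without a batch term, 2 of the 3 other Cdk2 probes passed in AP vs A, at 0.67 and 0.82 (p adjusted over all probes 4.4e-04 and 1.4e-04), as in the paper. By RT-PCR the paper has TGFβ1 up in AP vs A and down in OP vs AP, and on the arrays Tgfb1 changed by -0.46 and 0.42.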

Other observations

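The tests of brightness on the genes called without the batch term, on O vs A and on OP vs AP, the test of the lymphoid rise, the further exchanges of labels for oppositely regulated genes and for counts with the batch term, and the settings with the batch term or the bright arrays alone were chosen only after the results were seen.

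A hypothesis on these data is that the difference between dim and bright arrays may account for part of the radiation comparisons. AP vs A had 5644 genes called and OP vs O 5060, and the batch term left 1025 and 72, so brightness is excluded as the whole cause of either. Of the genes called in AP vs A, 4697 of 5644, or 83.2%, had the same sign as the difference of bright less dim arrays within O, and of those called in OP vs O, 4509 of 5060, or 89.1%, had that of the difference within A. These signs come from arrays of the other age and from no irradiated mouse. Across 16109 genes, the correlation of the fold change with that difference was 0.528 for AP vs A and 0.685 for OP vs O. Of the genes called both with and without the batch term, 47.6% in AP vs A and 47.1% in OP vs O had that sign. An earlier form of this test took only the genes that lost their call with the batch term and gave 88.8% and 89.7%, but that choice favors the outcome. In simulated data a brightness difference alone gave 4036 called genes in AP vs A and 4062 in OP vs O, and 0 and 0 in limma with the batch term. All dim arrays are unirradiated, so for the genes that lose their call with the batch term an effect of irradiation and one of brightness cannot be told apart, except on the 4 bright unirradiated arrays. The age comparisons do not share this overlap. On the dim arrays alone, 7 against 7, limma called 263 genes in O vs A, and in OP vs AP 0 arrays are dim, so the difference between dim and bright arrays is excluded there as the whole cause. For O vs A an effect of dimness that differs between the ages remains open. In both age comparisons the source of the mice differed as well, and its effect cannot be told apart from that of age. What makes the arrays dim or bright is not recorded in the deposited data.

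Chance was tested with other splits of the same arrays into groups of the same sizes, 100 per result, or, for the radiation comparisons with the batch term, all 66 choices of 2 bright arrays of an age as the unirradiated ones. For the F-test, 1 of 100 splits, the real one, gave as many genes. For AP vs A this number was 1 for the genes called, 1 for those past the F-test with a fold change, 1 for the key genes and 1 of 66 with the batch term, and the highest other count, 3497, came from a split that put all 7 dim A arrays in AP. For OP vs O it was 1, 1, 1 and 1 of 66, and the highest other count was 94. It was 2 in O vs A for the genes called, and 3, 1 and 1 for the fold change, the key genes and the batch term, where the real split called 715. The other O vs A split as large, with 1226 genes, followed brightness, with 9 dim arrays in one group and 5 dim and all 4 bright arrays in the other. They were all 1 in OP vs AP. Chance can be excluded for these counts. For the 125 genes oppositely regulated by radiation, it was 1 with all labels exchanged. There the other splits had 0 genes past the F-test, so 0 could be counted, and this form cannot test opposite regulation. It was 1 with the ages exchanged within irradiation (highest other count 122) and 2 with the labels of OP and AP. These exchanges also left fewer genes past the F-test to count (medians 1876 and 1958, against 5431), so they do not decide. It was 5 with irradiation exchanged within age, 32 with the labels of AP and A, 48 with those of OP and O and 100 with those of O and A, where chance cannot be excluded. For the 33 genes oppositely regulated by age, it was 1 with all labels exchanged, where again 0 genes passed the F-test in the other splits. It was 1 with irradiation exchanged within age, where the median was 465 genes past the F-test. So few genes could be counted that neither form decides. It was 12 with the ages exchanged, 18 with the labels of OP and AP, 92 with those of O and A, and 100 each with those of AP and A and of OP and O, where chance cannot be excluded. Further counts with the batch term were tested with the 66 choices. For the genes past the F-test with a fold change it was 1 of 66 in AP vs A and 17 in OP vs O, and for the sets 21 and 45. The 2173 genes past the F-test were reached in 1 choice among the adolescent and 10 among the old arrays, the 93 genes oppositely regulated by radiation in 7 and 25, and the 16 by age in 1 and 10. Of these, chance can be excluded in the 3 cases with 1 choice and cannot be excluded in the others. Without the batch term, the number for the sets past the threshold was 1 in O vs A and 1 in OP vs AP, so chance can be excluded, but 60 in AP vs A and 56 in OP vs O, so there chance cannot be excluded. Camera does not account for the correlation between genes of a set beyond the preset value, and the other splits had a median of 4 sets in AP vs A and 5 in OP vs O.

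In old mice the cell cycle RNAs fell together with the erythroid markers, and a lower share of erythroid cells is a candidate explanation, named after the lists were compared. The erythroid markers differed by -0.78 (permutation p = 4.0e-05, adjusted 2.1e-04, 10 of 10 arrays) in OP vs AP and by -0.32 (exact permutation p = 0.00156, adjusted 0.00471, 9 of 9 arrays) in O vs A. Here and below, the number of arrays is that of the first group on the given side of the other group's mean. They rose by 0.32 (exact permutation p = 3.5e-04, adjusted 0.00127, 10 of 10 arrays) in AP vs A, and in OP vs O the difference was -0.14 (exact permutation p = 0.49, adjusted 0.539, 4 of 10 arrays). Of the 19 listed genes 13 were tested, and the list shares 0 genes with any of the other lists. Its most abundant genes were near the top of the scale and moved little in OP vs AP: Hba-a1 (14.67 in AP, log2 fold change -0.054), Hbb-b1 (14.61, -0.0054), Slc4a1 (14.66, -0.18) and Alas2 (13.92, -0.47). Signals this high may be saturated, which was not tested. Less abundant ones fell more, Tfrc by a log2 fold change of -1.14, Car2 -1.40 and Car1 -1.14. The 13 are those detected on at least 9 of the 38 spleen arrays. Over all 38 arrays, centered on the group means, the erythroid markers and the G2/M phase list had r = 0.875 (rho = 0.809, permutation p = 2.0e-05, the smallest these permutations can give, adjusted 6.0e-05, r = 0.802 without the 2 farthest arrays). Within groups r was 0.728 in A (exact p = 0.0299, adjusted 0.0399), 0.898 in AP (permutation p = 5.8e-04), 0.599 in O (exact p = 0.0850, adjusted 0.102, 0.0772 without the 2 farthest arrays) and 0.975 in OP. At equal erythroid means, the change of the G2/M phase list in OP vs AP was -0.15 instead of -0.67 (permutation p = 0.0067). This is consistent with the hypothesis, but only 1 OP array (at most 0.32) lay within the range of AP (0.14 to 0.81), so erythroid share and age cannot be told apart here for these lists. The marker list and the cell cycle list may also both follow proliferating erythroid precursors, which bulk RNA does not separate.

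Fam132b, the gene with the largest decrease in OP vs AP, was tested in the same way. Centered on the group means, its r with the erythroid markers was 0.598 (rho = 0.558, permutation p = 1.0e-04, adjusted 2.4e-04), with 0.780 in AP (permutation p = 0.0157, 0.116 without the 2 farthest arrays), 0.735 in OP (permutation p = 0.002), 0.316 in A (exact p = 0.398) and 0.332 in O (exact p = 0.390). At equal erythroid means its change in OP vs AP was -1.69 instead of -2.88 (permutation p = 2.6e-04). The same lack of overlap, 1 OP array within the AP range, means that a lower share of erythroid cells and a lower expression in them cannot be told apart for this gene.

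The rise of the lymphoid markers in OP vs AP was tested against a lower share of erythroid cells, which raises the markers of all other cells alike. T cell markers rose by 1.02 (permutation p = 4.0e-05, adjusted 2.1e-04, 10 of 10 arrays), B cell markers by 0.73 (permutation p = 0.0145, adjusted 0.0273, 9 of 10 arrays) and NK cell markers by 0.74 (permutation p = 4.0e-05, adjusted 2.1e-04, 10 of 10 arrays). The neutrophil and granulocyte markers moved the other way, by -0.57 (permutation p = 0.0422, adjusted 0.0688, 9 of 10 arrays), and in camera 0 of 11 of their genes were higher (adjusted p = 0.00683). A lower erythroid share alone would not lower these markers, so it cannot be the only change if their fall is real. This does not decide the cause of the lymphoid rise, since lower erythroid and granulocyte shares together would also raise the lymphoid markers. An effect of age, or of the source of the mice, on the lymphoid cells of irradiated mice remains open too and was not tested.

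Values of the remaining lists follow, each by permutation test adjusted over 44 tests. Plasma cell markers differed by 0.66 (exact permutation p = 4.1e-05, adjusted 2.1e-04, 9 of 9 arrays) in O vs A, 0.76 (permutation p = 4.0e-05, adjusted 2.1e-04, 10 of 10 arrays) in OP vs AP and 0.23 (exact permutation p = 0.00747, adjusted 0.0157, 10 of 10 arrays) in OP vs O. For NK cell markers O vs A gave 0.47 (exact permutation p = 3.3e-04, adjusted 0.00127, 9 of 9 arrays). Macrophage markers differed by 0.28 (exact permutation p = 0.0149, adjusted 0.0273, 10 of 10 arrays) in AP vs A and 0.45 (exact permutation p = 0.00617, adjusted 0.0142, 8 of 9 arrays) in O vs A, and by -0.04 on the bright arrays in AP vs A, 10 against 2. Neutrophil and granulocyte markers changed by -0.64 (exact permutation p = 0.0125, adjusted 0.0249, 9 of 10 arrays) in OP vs O. Macrophage markers in OP vs O and OP vs AP, and B cell, NK cell and neutrophil markers in the comparisons left out here, did not pass after adjustment. The Translation set, with 117 of 233 genes tested, had a median of -0.062 in OP vs AP (45 of 117 genes higher, adjusted p = 0.0345 in camera), and did not pass in AP vs A, OP vs O or O vs A.

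RNAs of the markers of Fig. 5 were measured in whole spleen, whereas Fig. 5 shows protein on western blots and by immunofluorescence. Cd3e differed by -1.02 (exact permutation p = 3.2e-04, adjusted 0.00158, 10 of 10 arrays) in AP vs A, 0.73 (exact permutation p = 0.00773, adjusted 0.0275, 8 of 9 arrays) in O vs A and 1.59 (permutation p = 4.0e-05, adjusted 6.4e-04, 10 of 10 arrays) in OP vs AP, adjusted over 32 tests. With the batch term the Cd3e change in AP vs A was -0.66 (limma adjusted p = 0.204) and did not pass, and in OP vs AP it was 1.59 as before. Ly6a rose by 1.09 (exact permutation p = 2.5e-04, adjusted 0.00158, 9 of 9 arrays) in O vs A and by 1.10 (permutation p = 4.0e-05, adjusted 6.4e-04, 10 of 10 arrays) in OP vs AP. Emr1 changed by -0.85 (exact permutation p = 3.5e-04, adjusted 0.00158, 10 of 10 arrays) in AP vs A and by -1.20 (exact permutation p = 0.00178, adjusted 0.0071, 9 of 10 arrays) in OP vs O. With the batch term these were -0.26 and -0.61 (limma adjusted p = 0.673 and 0.395), and the 2 other Emr1 probes had, without it, 0.011 and 0.54 (p adjusted over all probes 0.974 and 0.0302) in AP vs A and -0.16 and 0.36 (0.607 and 0.166) in OP vs O. The Emr1 change after irradiation thus depends on the probe and on the batch term. By permutation test Cd3d and Cd3g passed in OP vs AP alone, at 1.37 and 1.32, and Klrb1c and Il2ra passed in no comparison. Limma also had Cd3g past 0.05 in OP vs O, at 0.69 (adjusted p = 0.0385), or -0.071 with the batch term, and did not have Cd3e past it in O vs A (adjusted p = 0.0787). In limma the interaction of age and irradiation passed for none of these genes after adjustment.

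Tgfb1 changed by -0.46 (exact permutation p = 0.0115, adjusted 0.0256, 10 of 10 arrays) in AP vs A and by 0.42 (permutation p = 8.0e-05, adjusted 2.7e-04, 10 of 10 arrays) in OP vs AP, adjusted over 20 tests. Under the batch term its change in AP vs A was -0.17, and on the bright arrays, 10 against 2, it was -0.21 (exact permutation p = 0.333). Its change was -0.13 in OP vs O and 0.093 in O vs A, and neither passed. By RT-PCR (Fig. 7) the paper reports a significant increase in AP vs A and downregulation in OP vs AP. The array changes above had the opposite sign in both. Over 17 settings the array change ran from -0.52 to 0.26 in AP vs A and from 0.052 to 0.43 in OP vs AP.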
